# Global transcriptional analysis of primitive thymocytes reveals accelerated dynamics of T cell specification in fetal stages

**DOI:** 10.1007/s00251-012-0620-6

**Published:** 2012-05-13

**Authors:** Nikolai N. Belyaev, Judit Biró, Dimitrios Athanasakis, Delmiro Fernandez-Reyes, Alexandre J. Potocnik

**Keywords:** Gene profiling, T cell development, Lineage specification, Hematopoiesis

## Abstract

T cell development constitutes a multistage process allowing the dissection of events resulting in cellular commitment and functional specification in a specialized microenvironment. This process is guided by the appropriate expression of regulatory genetic factors like transcriptional activators or repressors which are, in part, dependent on instructive signals of the microenvironment. To date, it remains unclear whether exactly the same genetic mechanism acts in adult compared to fetal T cell development. In order to directly compare T cell commitment during adult and fetal differentiation, we isolated subsequent stages of intrathymic subpopulations starting with early canonical T cell progenitors up to irreversibly committed T cell precursors. The genome-wide analysis revealed several distinct gene clusters with a specific pattern of gene regulation for each subset. The largest cluster contained genes upregulated after transition through the most primitive pool into the next transitory population with a consistently elevated expression of elements associated with ongoing T cell fate specification, like *Gata3* and *Tcf7*, in fetal progenitors. Furthermore, adult and fetal T cell progenitors occupied distinct “transcriptional territories” revealing a precise land map of the progression to final T cell commitment operating in different developmental windows. The presence and/or elevated expression of elements associated with an ongoing establishment of a T cell signature in the most primitive fetal subset is highly suggestive for an extrathymic initiation of T cell specification and underlines the fundamental differences in fetal versus adult lymphopoiesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00251-012-0620-6) contains supplementary material, which is available to authorized users.

## Introduction

The hematopoietic system provides an exceptional platform to study cellular differentiation since developmentally arranged populations with prospective functional potential could be identified and isolated. Originating from a hematopoietic stem cell (HSC), which can sustain the life-long production of all blood cells, hematopoietic development proceeds by several distinct maturation steps characterized by stepwise restriction of alternative lineage options and the accompanying acquisition of functional competence. A particular sequence of developmental steps is necessary for the generation of T cells. Functional maturation of T cells is compartmentalized to a specific anatomical site, namely, the thymus, where T cell differentiation takes place in highly specified stromal compartments (Petrie and Zúñiga-Pflücker 2007). T cell precursors—not necessarily restricted to the T cell lineage—seed the thymus at an early stage of their development (Ceredig and Rolink 2002; Shortman and Wu 1996). Further differentiation of T cell progenitors depends crucially on the thymic stroma which is exemplified by the absence of a functional T cell repertoire in “nude” mice carrying a mutation in the forkhead transcription factor *Foxn1* (Nehls et al. 1994). Therefore, intrathymic development presents a paradigmatic model for the mechanism underlying the stepwise restriction of the cellular potential of a progenitor population.

The developmental stages of T cell generation are classified based on expression of two co-receptors, CD4 and CD8 with the earliest intrathymic progenitors expressing neither molecule. These double negative (DN) populations can be further subdivided into four distinct subsets according to their expression of CD44 and CD25 (reviewed in Carpenter and Bosselut 2010; Ceredig and Rolink 2002). The most primitive population, termed DN1, maintains, to some extent, lineage plasticity which is subsequently restricted to achieve full and irreversible commitment to the T cell lineage in DN3. In this subset, the elements of pre-T cell receptor (TCR) as well as Notch-target genes are strongly expressed at the transcriptional level (Taghon et al. 2006; Tydell et al. 2007) marking, together with extensive rearrangements in the TCR β, γ and δ chain loci, the final specification of the T cell lineage at the molecular level. Hence, cell fate is specified precisely during the intrathymic transition from DN1 to DN3. Since the thymus has no capacity for self-renewal of T cell precursors under homeostatic conditions, it relies on the immigration of hematopoietic progenitors originating from the bone marrow in the adult or the fetal liver during ontogeny. The nature of these progenitors that colonize the thymus has been the topic of extensive investigation. Unequivocally, a subset of DN1 expressing the receptor tyrosine kinase c-Kit (CD117) constitutes a canonical T cell progenitor termed “early thymic progenitor” (ETP) (Matsuzaki et al. 1993; Allman et al. 2003). Unfortunately, the exact cellular nature and contribution—both in terms of quality and quantity—of cells recruited to the thymus remain unclear. Several populations present in the adult circulation have been described as potential candidates, including “common lymphoid progenitor”-like cells and various subsets of multipotent hematopoietic precursors (Benz and Bleul 2005; Schwarz and Bhandoola 2004; Umland et al. 2007). During fetal development, a presumably fetal liver-derived progenitor is mobilized, and indeed, some evidence points toward T cell commitment preceding thymus colonization (Rodewald et al. 1994). This potential extrathymic initiation of T cell fate specification in fetal development has been linked to the provision of Notch signals and highlights the pivotal role for this pathway in early T cell differentiation. The importance of Notch signals has been underlined by the observation that induced ablation of the *Notch1* gene resulted in a developmental block at the DN1 stage generating thymic B cells phenotypically resembling immature B cells (Radtke et al. 1999), whereas overexpression of intracellular Notch-1 in hematopoietic progenitors initiates T cell development in the bone marrow at the expense of B cell development, without any obvious defect in myelopoiesis (Pui et al. 1999). However, signals provided by the Notch signaling axis have to act in a well-orchestrated constellation with several other transcriptional regulators. Among those are factors like *Tcf7* (TCF-1) and *Bcl11b*, which are indispensable for early T cell commitment and the subsequent fixation of T cell fate, and at the same time are partly controlled directly by signals provided by Notch (Ikawa et al. 2010; Li et al. 2010a, b; Weber et al. 2011). Other transcription factors known to have critical roles in T cell development like *Gata3* (Hernández-Hoyos et al. 2003), *Gfi1* (Yücel et al. 2003) and *Ikzf1* (Ikaros; (Georgopoulos et al. 1994; Wang et al. 1996)) are additional elements in the establishment of the T cell lineage identity. In summary, alterations in the transcriptional activity of regulatory genes could provide not only one independent criterion to assess the developmental position of a cell during T cell development but also reveal changes in the composition of thymus seeding cells. The direct analysis of this rare cell type in adult and fetal development has been complicated by the potential different nature of these thymus-colonizing cells in the fetus (reviewed in Kincade et al. 2002).

To address the differences between adult and fetal T cell development at the molecular level, we isolated identical stages of early T cell differentiation and profiled their transcriptional activity by microarray analysis. By focusing on purified intrathymic populations, we took advantage of the possibility to align series of “canonical” T cell progenitors in the context of adult and fetal development. Using an unbiased and comprehensive genome-wide approach, we performed a complete transcriptome analysis of the earliest stages of adult and fetal T cell development. This approach enabled us to establish shared or different sets of genes in a model system characterized by the restriction of alternative hematopoietic potential and the establishment of a single cellular identity in a specialized mircoenvironment with minimal interference of irrelevant cell populations. We discuss the usage of this rich informational resource for further identification of molecular players involved in the process of T cell differentiation as a whole but also for recognition of distinct gene clusters that operate exclusively during one developmental window. Furthermore, this information should permit a deeper understanding on the particularities and the nature acting in fetal traits of T cell commitment.

## Materials and methods

### Mice, cell and tissue preparation

Adult female C57BL/6 mice aged 4–6 weeks were kept under sterile pathogen-free conditions at the animal facility of the MRC National Institute for Medical Research, and all animal experiments were done according to institutional guidelines (MRC National Institute for Medical Research Ethical Review Panel) and UK Home Office. For fetal thymi, C57BL/6 mice were mated overnight, and vaginal plaques were recorded the next morning, noon of that day being counted as embryonic day 0.5 (E0.5)

To achieve single cell suspensions of adult and E15.5 thymocytes, thymi were isolated and mechanically disrupted. Cell numbers were determined by counting viable cells using Trypan-blue exclusion in an improved Neubauer chamber.

Lineage depletion was achieved by incubating single cell suspensions with anti-Fc-receptor II/III monoclonal antibody (mab) CD16/CD32 (hybridoma supernatant, clone 2.4G2) to block any non-antigen specific binding of antibodies and subsequent incubation with subsaturating concentrations of biotinylated anti-CD8α (clone 53-6.7), anti-CD3ε (clone 500A2), anti-CD19 (clone 1D3), anti-NK1.1 (clone PK136), anti-CD11b (clone M1/70) and anti-TER119 (clone Ly76) (all eBioscience), followed by a second labeling step with paramagnetic streptavidin conjugated microbeads (Miltenyi Biotech). Microbead labeled cells were finally removed by passing the cell suspension through a magnetic field. The resulting eluent contained ≥ 99 % lineage negative cells as determined by analytical flow cytometry.

### Flow cytometry

Cell concentrations were adjusted to 3 × 10^7^ cells/ml, and staining was performed with allophycocyanin conjugated anti-CD44 mab (clone IM7, eBiosciences), R-phycoerythrin (PE) conjugated anti-CD117 mab (clone Ack45, eBiosciences) and either Pacific Blue conjugated anti-CD25 mab (clone PC61, Biolegend) or alternatively biotinylated anti-CD25 mab (clone PC61, eBioscience), followed by fluorescein isothiocyanate conjugated streptavidin. DN1 ETP, DN2 and DN3 thymocytes were isolated on a MoFlow fluorescence activated cell sorter (Beckman Coulter) or a FACSAriaII (Beckton Dickinson). For RNA preparation, equal numbers of cells were directly sorted into 600 μl TRI Reagent (Molecular Research Center, Inc.). Negative controls were performed using irrelevant isotype-matched control mAbs. Dead cells were excluded from analysis by 7-amino-actinomycin D (7-AAD, Sigma) counterstaining. Analytical flow cytometry was performed on either FACSCantoII (Becton Dickinson) or Cyan (Dako-Beckman) and analyzed using FlowJo software (Tree Star).

### RNA extraction and complementary DNA preparation

RNA was extracted by following the protocol of Chomczynski and Sacchi (1987). Briefly, cells were homogenized in TRI Reagent (Molecular Research Center, Inc.) supplemented with 1/10 v/v polyacryl carrier (Helena Biosciences); phases were separated by supplementation of bromochloropropane (BCP, Molecular Research Center, Inc.) and brief centrifugation. RNA was precipitated from the aqueous phase with isopropanol and washed twice with ethanol. Finally, RNA was air-dried and solubilized at 1 ng/μl. The quality of RNA was assessed on a BioAnalyzer 2100 (Agilent). cDNA was prepared by reverse transcription of the RNA sample using SuperScript II^®^ reverse transcriptase (Invitrogen) according to the instructions of the manufacturer.

### Microarray analysis and data processing

For adult samples, RNA from four independent sorting experiments was pooled to generate the starting material for each individual microchip (i.e. four biological replicates per one technical replicate). For fetal samples, two sorting experiments represent one microarray experiment (two biological replicates per one technical replicate). The starting RNA amount did not exceed 1 μg; therefore, a two-cycle amplification procedure was used, as recommended by the manufacture (Affymetrix). All procedures were conducted by the Microarray Core Facility at the MRC National Institute for Medical Research, London, Mill Hill. Briefly, total RNA was spiked with Poly-A RNA Spike (Affymetrix) consisting of *lys*, *phe*, *thr* and *dap* genes from *B. subtilis*, to later control for amplification efficiency, and reverse transcribed using SuperScript II and a T7-Oligo(dT) Promoter Primer in the first-strand cDNA synthesis reaction (Two-Cycle cDNA Synthesis Kit, Affymetrix). Following RNase H—DNA polymerase I-mediated second-strand cDNA synthesis, the double-stranded cDNA served as a template for the first cycle of in vitro transcription (IVT) (MEGAscript^®^ T7 Kit, Ambion, Inc.). The resulting unlabeled cRNA was then reverse transcribed in the first-strand cDNA synthesis step of the second cycle using SuperScript II and random primers (Two-Cycle cDNA Synthesis Kit, Affymetrix). Subsequently, the T7-Oligo(dT) Promoter Primer was used to generate double-stranded cDNA template containing T7 promoter sequences. The resulting double-stranded cDNA was amplified and labeled using biotinylated nucleotides in the second IVT reaction (IVT Labeling Kit, Affymetrix), to yield labeled cRNA. All reactions were done in a GeneAmp 9700 PCR System (Applied Biosystems). The biotinylated cRNA was cleaned by the Sample Cleanup Modules (Affymetrix), fragmented by metal-induced hydrolysis and hybridized to the Mouse 430A_2.0 GeneChip (Affymetrix). The control oligonucleotide B2 was added to each chip hybridization reaction according to the guidelines of the manufacturer (Affymetrix). The B2 oligonucleotide serves as a positive hybridization control and is used by the GeneChip Operating Software (GCOS) to place a grid over the image in order to define the probe area. In addition, *bioB*, *bioC*, *bioD* and *Cre* were added at specific concentrations to control for hybridization efficiency. Staining with PE-streptavidin and washing were performed using an automated fluidics workstation (Affymetrix), and the arrays were immediately scanned on an Affymetrix GeneChip Scanner, generating an image of the expression data.

The .CELL files [GEO accession number: GSE24142] were analyzed in Genespring GX software (Agilent). Individual arrays were normalized by the GC-RMA algorithm, and the resulting data were first filtered on expression levels of individual probes. Probes with intensity levels above the 20th percentile were taken for further analysis. Subsequently, genes exhibiting a 1.8-fold change between any two conditions were taken for further analysis, and finally, ANOVA was performed to determine the definitive gene list. The Pearson correlation was used to group genes based on their expression levels, whereas K-means clustering was used to group genes based on their expression patterns. To generate population specific transcriptional markers, Recursive Feature Elimination (RFE) with support vector machines (SVM) was performed (Guyon et al. 2002). Briefly, the SVM classification rule for a new point *x* takes the form of the weighted sum $$ f(x) = \sum\nolimits_i {{a_i}k\left( {{x_i},x} \right)} $$, where $$ k\left( {{x_i},x} \right) $$ is a similarity function between points $$ {x_i} $$ and $$ x, $$ referred to as the kernel function. RFE is an iterative variable elimination method specific to SVMs. Once the initial discrimination rule has been inferred by using the SVM on the full set of genes, RFE measures how sensitive the SVM is to the removal of each gene, by measuring how much the removal of the gene alters the resulting classifier. In this way, the method recursively ranks genes by their contribution to the classification rule and eliminates the one that is least informative. By repeating this process over a number of iterations, RFE arrives at a small set of genes, which are important in producing the classification rule and therefore highly representative of each class of data.

## Results

### Phenotypic and proliferative differences between adult and fetal progenitor thymocytes

Both adult and fetal (E15.5) intrathymic progenitors were identified according to their expression of CD44 and CD25 in Lin^–^ cells (Fig. 1a). The DN1 compartment was further subdivided into CD117^lo/int^ and CD117^hi^ (ETP) cells, the latter representing all early canonical T cell progenitors (Allman et al. 2003). At first, to establish side-by-side phenotypic differences between adult and fetal T cell development, expression of surface antigens was assessed in ETP, DN2 and DN3 populations (Fig. 1b). T cell differentiation was accompanied by a gradual upregulation of CD24 (heat-stable antigen) and CD90.2 (Thy1.2) from the ETP to the DN3 stage both during adult and fetal developments. CD24 surface levels were slightly elevated on adult progenitors at each step of differentiation as compared to the fetal stages. Expression of CD90.2 was homogeneously intermediate in adult DN1 ETPs, whereas this expression was heterogeneous on the analogous fetal population defining a CD90.2^lo/int^ and a CD90.2^hi^ population. Furthermore, expression of CD127 (interleukin-7 receptor α) showed a noticeable difference between adult and fetal ETPs, with a subset of fetal ETPs having a higher expression of this molecule on their surface. Upon further maturation, expression of CD127 was indistinguishable between adult and fetal subsets, with the DN2 population exhibiting the highest level of surface expression. Distinct expression patterns of CD27, α4 integrin (CD49d) alone or as a complex with β7 integrin (LPAM-1), were evident between adult and fetal progenitors. Interestingly, CD27 did not exhibit a bimodal expression on fetal DN3 as opposed to adult. In addition, fetal cells exhibited generally lower surface expression of CD27 with the exception of ETPs, in which a fraction stained comparable to their adult analog. No evidence resembling the well-regulated pattern of CD27 in adult subsets marked by high surface levels on ETPs, downmodulation in DN2 and part of DN3, and upregulation in successfully selected αβ and γδ T cell progenitors was evident in fetal development. In case of α4 integrin, we observed increased expression of the heterodimers with β1 and β7 integrin on ETPs and DN2 cells. In ETPs, the expression pattern of β7 integrin illustrated further the phenotypical heterogeneity of this subset in fetal development. Given the recent observation that the chemokine receptor CCR9 marks early thymic immigrants (Benz and Bleul 2005) in adult thymopoiesis and is expressed by a large cohort of peri- and intrathymic hematopoietic cells around the onset of thymic colonization at 12.5 days post gestation (Jenkinson et al. 2007), we investigated its expression on adult and fetal ETPs (Supplementary Fig. 1). We found, in agreement with published results (Benz and Bleul 2005), that CCR9 is expressed dimly on a small subset of ETPs in adult and E15.5 fetal thymopoiesis. CCR7 was found to be undetectable both on adult and fetal ETPs. Interestingly, the receptor tyrosine kinase flk-2 (CD135) was present on a subset of adult ETPs, whereas fetal ETPs exhibited just a small shift of the population compared to the relevant control. Taken together, adult ETPs and their fetal counterpart at E15.5 shared a number of common phenotypical features, particularly an already downregulated chemokine expression profile for CCR9 compared to the first wave of thymus-colonizing cells at E12.5.

**Fig. 1:**
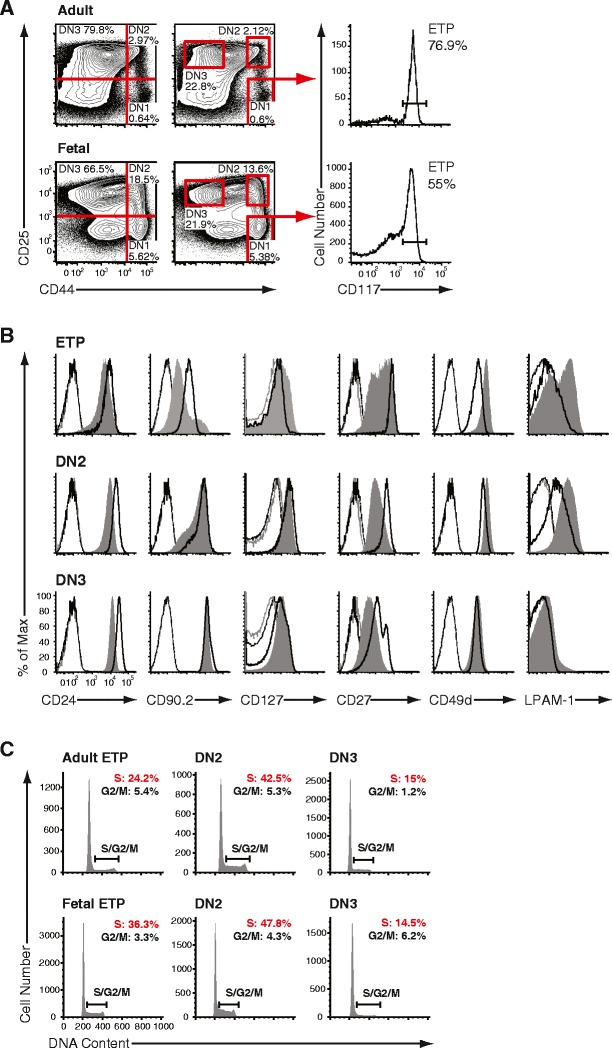
Composition of adult and fetal thymocyte progenitor subsets. **a** Identification of subsequent stages of early intrathymic differentiation by flow cytometry. Representative histograms illustrating cell surface expression of CD44 and CD25 on lineage negative (double negative, DN) thymocytes in adult (*top*) and E15.5 fetal thymus (*bottom*). DN thymocytes were segregated into four populations DN1–4 by expression of CD44 and CD25, as defined by quadrant gating (*left panels*) or by strictly positioned gates to identify more homogeneous subsets (*middle panels*). DN1 was CD44^+^CD25^–^, DN2 was CD44^+^CD25^+^, DN3 was CD44^lo/int^CD25^+^, and DN4 was CD44^lo/int^CD25^–^. Early thymic progenitors (ETPs) were defined as CD117^+^ (receptor-type tyrosine kinase c-Kit) cells in DN1 (*right panels*). The ETP is a major constituent of adult and fetal DN1. **b** Representative histograms illustrating expression of CD24, CD90.2, CD127, CD27, CD49d, LPAM-1 on adult (*black solid*) and E15.5 fetal (*gray filled*) on DN1 ETP, DN2 and DN3 progenitor thymocytes. Isotype matched controls represent negative staining (adult: *faint black*, fetal: *faint gray lines*). **c** Cell cycle analysis of adult versus fetal thymocyte subsets. Representative histograms illustrating the frequency of cells in S/G2/M in adult (*top*) and fetal (*bottom*) DN1 ETP, DN2 and DN3 progenitor thymocytes. DN2 populations contained the highest frequency of cells in cycle, whereas DN3 cells were largely non-dividing

Next, to further identify developmental differences between sequential stages of adult and fetal T cell developments, we determined the proliferative state of each respective population by measuring the relative DNA content in fluorescence-activated cell sorter (FACS) purified progenitor subsets (Fig. 1c). In adult progenitors, the greatest proliferative capacity was observed among the DN2 population (S/G2/M: 48.5 ± 2.4 %), whereas the DN3 cells exhibited the lowest proliferative capacity (S/G2/M: 15.1 ± 0.9 %). The adult DN1 ETP population contained 22.9 ± 4.3 % of cells in S/G2/M phases. In the fetal progenitors, the dynamics of proliferation exhibited an identical trend, in that the DN2 population showed the greatest proliferative capacity (S/G2/M: 50.2 ± 5.9 %), whereas the DN3 cells were least proliferative (S/G2/M: 20.2 ± 0.7 %). The fetal DN1 ETP progenitor population had 40.5 ± 2.2 % of cells in S/G2/M stages, therefore harboring higher proliferative capacity when compared to adult ETP. In contrast, both fetal and adult DN2/DN3 populations were virtually identical in their cell cycle characteristics. In summary, adult and fetal developing thymocytes aligned based on the expression of developmentally regulated cell surface antigens displayed a variation of other markers associated with migration and differentiation mainly in the earliest compartment—DN1 ETP. By contrast, once cells progressed into DN3, phenotype and proliferative capacity were highly similar.

### Microarray analysis of adult and fetal progenitor subsets

We next established a comprehensive pattern of gene expression accompanying T cell lineage commitment. In order to determine molecular similarities and differences of subsequent stages during fetal and adult differentiation, progenitor populations were FACS purified (Fig. 2a) and subjected to a microarray analysis. 

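Each array measured the messenger RNA of one sorted population of mouse thymocytes. The 6 groups were the early thymic progenitors (ETP, the c-Kit positive cells of the first double negative stage), the DN2 cells and the DN3 cells of adult mice aged 4 to 6 weeks, and the same populations of fetal thymi, with 3 arrays per group and 18 arrays in all. The paper gives E15.5 for the fetal thymi and the sample labels give E14.5. RNA came from 80000 cells per sample according to the labels, and the material of 4 adult or 2 fetal sorts was pooled for each array. The paper calls the 3 arrays of a group technical replicates and the labels call them biological, so that the p-values measure a spread between arrays that may be technical. In adult DN3 *Xist*, a transcript of the inactive X chromosome, stood at 1.59, -11.28 and -11.34 log2. The embryonic globin gene *Hbb-y* stood at -0.07 to 0.04 log2 in the fetal replicates 1 and at 2.35 to 5.97 log2 in the others. These values argue against repeats of the same RNA in adult DN3 and the fetal groups. They do not cover adult ETP and adult DN2. The authors' deposited values are log2 intensities made with GCRMA, a background correction and summary of the probes of each probe set. Each probe set had been centred on its median over the 18 arrays, so that its values compare arrays and hold no level of the gene. Starting from these values, limma was fitted to the 6 groups together, and p-values were adjusted by the method of Benjamini and Hochberg. A probe set is called below where the adjusted p was under 0.05 and the group means differed at least 1.8-fold. Differences are given on the log2 scale with their standard error from limma, and a gene that several probe sets measure is represented by one of them. That standard error pools the spread of a probe set over all 6 groups, also where the groups differ in spread. The pooled SD between the arrays of a group, over all probe sets, was 0.450, 0.498 and 0.414 log2 in adult ETP, DN2 and DN3 and 0.313, 0.337 and 0.260 log2 in the fetal groups. The number of arrays limits the precision. The adjustment for multiple tests, the fold threshold and the treatment of the replicate numbers are among the choices that could change the counts. So are weighting each array by its own spread and fitting the arrays of 2 groups alone. Both moved some counts further than the fold threshold or the replicate numbers did.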

Extracted RNA was hybridized to the Affymetrix Mouse 430A_2.0 GeneChip. After normalization probes with intensities less than the 20th percentile were discarded, which left 22,279 probes (annotated list of results normalized to the mean per gene in Supplementary Material Table 1). 

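The deposited table held 22626 probe sets without a missing value, and each was centred on 0 within 1e-05 log2. Values spanned a median of 1.12 log2 and at most 12.95 log2 across the 18 arrays, and 12023 probe sets spanned more than 1 log2. A filter on intensity needs levels, which centred values do not hold, so all probe sets were tested. One gene is named for 20380 of the probe sets, several genes for 691 and none for 1555, and 12393 genes were measured by a probe set of their own. Over the first 1999 rows held here of the 22279 probes in the paper's Supplementary Material Table 1, the group values of the paper rose with slopes of 0.988 to 0.997 on the deposited log2 means.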

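The largest and the smallest of the 6 group means differed at least 1.8-fold for 7521 of the 22626 probe sets. Among them were *Dntt*, which encodes the terminal transferase that adds nucleotides at antigen receptor joints, with a mean of 6.94 ± 0.13 log2 in adult DN3 and -5.68 ± 0.09 log2 in fetal DN3 (SD, n = 3 arrays each). *Cd3g*, a chain of the CD3 complex, stood at -9.36 ± 2.33 log2 in adult ETP and 0.43 ± 0.30 log2 in adult DN3. The myeloid growth factor receptor gene *Csf1r* stood at 9.55 ± 0.13 log2 in adult ETP and 0.34 ± 0.65 log2 in fetal DN3.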

Subsequently, 7,385 probes fulfilled the criteria of at least a 1.8-fold regulation between subsets and were taken further. Out of these, 4,967 probes passed the filter of *p* < 0.05 after performing analysis of variance (ANOVA) and were therefore included in the final analysis. 

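By limma's moderated F test over the 6 groups, 3808 of these probe sets had an adjusted p under 0.05 (16.8% of those tested) and are the regulated probe sets below. The one-way test without adjustment passed 4962 probe sets, which include all 3808, and with adjustment 3352. Among the regulated probe sets were those of the pre-T cell receptor gene *Ptcra*, with means of -5.74 ± 0.57 log2 in adult ETP and 3.96 ± 0.72 log2 in adult DN3, and of the transcription factor gene *Bcl11b*, with -6.48 ± 0.52 and 1.59 ± 0.14 log2 (SD, n = 3 arrays each). Weighting each array by its own spread raised the count to 6022.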

In order to validate microarray data, real-time PCR was carried out on selected genes which are known to be essential for T cell development and exhibited stringent correlation between the two platforms, thus validating microarray results (data not shown). In order to illustrate global differences in the genetic program underlying T cell development, a heat map was generated using the Pearson correlation algorithm to group genes with similar expression levels (Fig. 2b). This analysis revealed a distinct transcriptional signature for every subpopulation with the most distinct variation in DN1 ETP between adult and fetal development.

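At the ETP stage 1141 probe sets were higher and 780 lower in fetal than in adult cells. At DN2 there were 423 and 356, and at DN3 363 and 263 (limma, n = 3 arrays per group). Which direction held more turned at DN2 with each array centred (360 and 365), and at DN3 with array weights (638 and 640) and by the one-way test without adjustment (546 and 570). At ETP the higher calls stayed more numerous with each array centred, but by a smaller margin (980 and 856). The difference between fetal and adult cells itself changed between ETP and DN2 for 180 probe sets, between DN2 and DN3 for 124 and between ETP and DN3 for 564. Fetal ETP exceeded adult ETP in the granzyme genes *Gzma* by 9.15 ± 0.69 log2 and *Gzmb* by 5.76 ± 0.57 log2 (SE), and in *Igf2bp1*, an RNA-binding protein of the fetal blood programme, by 6.32 ± 0.26 log2. Of the 20 genes of natural killer and innate lymphoid cells, 6 were higher and 14 were not called (6 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.382). Of the 41 cell cycle genes, 17 were higher, among them *Ccne1* by 2.46 ± 0.39 log2 and the DNA synthesis genes *Rrm1* by 2.34 ± 0.41 log2 and *Uhrf1* by 2.77 ± 0.58 log2 (21 adjusted over the list alone). For the list, camera of limma gave adjusted p = 0.382. Lower in fetal ETP were the MHC class II genes *H2-Aa* with -7.56 ± 0.56 log2 and *H2-Eb1* with -6.42 ± 0.28 log2, the neutrophil protease gene *Ctsg* with -7.13 ± 0.58 log2 and the macrophage gene *Mpeg1* with -7.03 ± 0.48 log2. Of the 18 dendritic cell and MHC class II genes 7 were lower in fetal ETP (7 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.111), and of the 32 myeloid genes 8 were lower and 1 higher (the same counts adjusted over the list alone, adjusted p = 0.305). Of 41 genes of the interferon response, 16 were lower in fetal ETP, 16 in fetal DN2 and 7 in fetal DN3, with 1 higher at each of the last 2 stages (adjusted over the list alone 22, 18 and 10 lower), and camera gave adjusted p = 0.00457, 0.00307 and 0.0387, the last not passing with the mean of all probe sets of a gene (0.0654). Examples are the antiviral gene *Rsad2* with -4.01 ± 0.60 log2 at ETP, *Usp18* with -3.63 ± 0.56 log2 at DN2 and *Iigp1* with -2.82 ± 0.48 log2 at DN3. The list test at DN3 did not pass without adult DN3 replicate 2 (0.0683) or 3 (0.0807) or fetal DN3 replicate 1 (0.0512) or 3 (0.0752). With camera's preset correlation of 0.01 in place of the estimated one, 13 of 31 lists passed at ETP in place of 4, with the myeloid (4.54e-06), cell cycle (1.93e-05), MHC class II (3.71e-05) and natural killer (0.00202) lists among those added. Without fetal ETP replicate 2 the ETP count was 1254 of both directions together in place of 1921, without fetal DN2 replicate 2 the DN2 count was 415 in place of 779, and without adult ETP replicate 1 the count that changed between ETP and DN2 was 315. The one-way test on the arrays of each pair, with adjustment, called 269, 31 and 215 probe sets at ETP, DN2 and DN3.

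**Figure D1:**
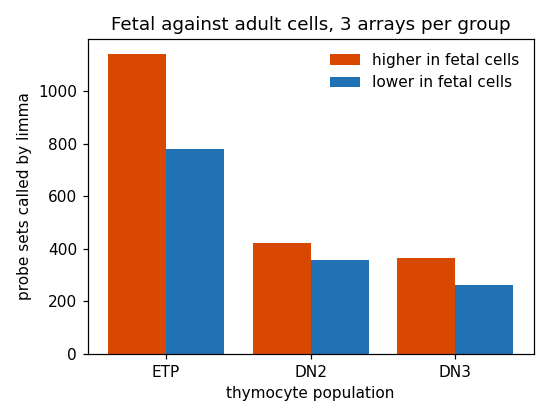
Number of probe sets called by limma (vertical axis) as higher or lower in fetal than in adult cells in ETP, DN2 and DN3 (horizontal axis). The bars fall from 1141 higher and 780 lower in ETP to 363 higher and 263 lower in DN3.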

**Fig. 2:**
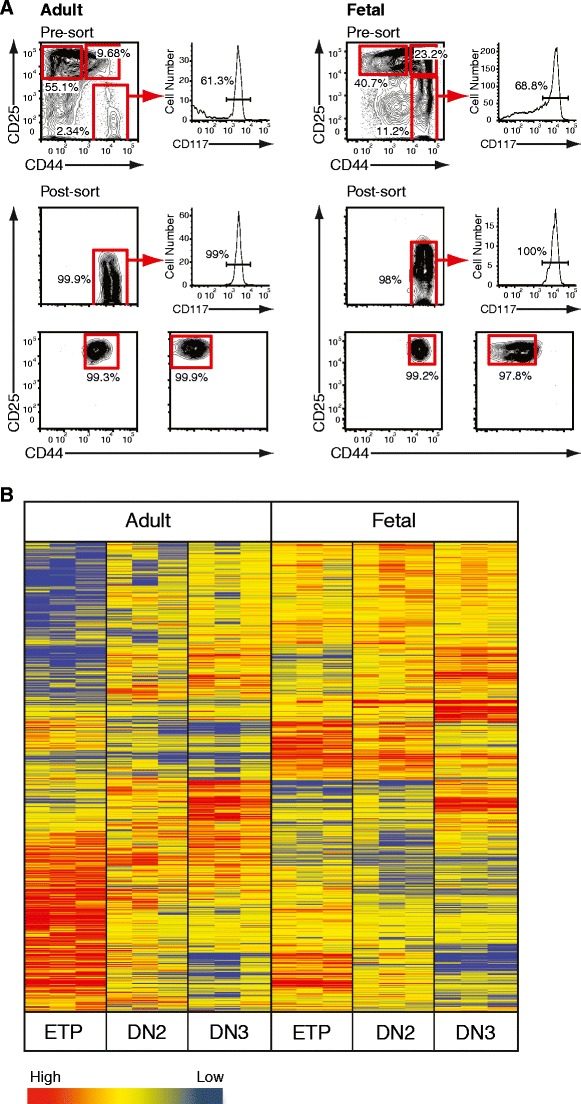
Gene expression profiling of adult and fetal double negative thymocytes. **a** Pre- and post-sort analysis of adult and fetal progenitor thymocytes. Representative histograms illustrating the composition of Lin^–^ DN thymocytes from 4-week-old female C57BL/6 mice and E15.5 embryos as resolved by cell surface expression of CD44, CD25 and CD117 before and after FACS purification. Cells were isolated based on CD44 and CD25 in case of DN2 and DN3 (*bottom panels*). The CD44^+^CD25^–^ DN1 population was further gated on CD117 (c-Kit) positive cells (*middle panels*). **b** Purified ETP, DN2 and DN3 thymocytes from 4–6-week-old female C57BL/6 mice or E15.5 embryos were transcriptionally profiled on the Affymetrix Mouse 430A_2.0 GeneChip. Raw data was transformed and analyzed by Agilent GeneSpring GX 11.0 microarray analysis software. Pearson correlation algorithm generated a heat map illustrating clusters of genes with similar expression levels. Each lane represents an individual technical replicate with pooled material from four (adult) or two (fetal) independently FACS-purified thymic subsets. Individual progenitor populations can be identified by a distinct transcriptional signature

### Comprehensive clustering of genes in adult and fetal T cell specification

To permit the unbiased comparison of all differentially regulated genes, we subjected all datasets to K-means clustering and grouped genes with similar expression patterns accordingly (Fig. 3). Firstly, genes that were continuously upregulated between the ETP and the DN3 stages were identified. 

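From ETP to DN3, 1258 probe sets rose in adult cells and 609 in fetal cells, and 332 rose in both (limma, n = 3 arrays per group). Independent lists of these sizes share 33.9 (Fisher's exact test, p = 1.47e-261, probe sets are not independent replicates). Here and below, overlaps of independent lists are reckoned over all 22626 probe sets. Only the 7521 that differed at least 1.8-fold between some groups could be called. The overlaps given for independent lists are therefore too low, and the p-values of Fisher's test too small. Only 3 rose in adult and fell in fetal cells, and 6 did the opposite. By the one-way test with adjustment 71 rose in both. Of 16 measured genes of pre-T cell receptor signalling, 12 were higher and 2 lower in adult DN3, and 12 were higher and 0 lower in fetal DN3 (adjusted over the list alone 12 and 2, and 13 and 0). For the list as a whole camera gave adjusted p = 0.0038 in adult and 0.00164 in fetal cells. The recombinase gene *Rag1* rose by 6.72 ± 0.43 log2 in adult and 3.41 ± 0.43 log2 in fetal cells (SE), and the signalling adaptor *Sh2d1a* by 8.45 ± 0.65 log2 in adult cells. Of the 18 T lineage transcription factors, 12 rose in adult and 8 in fetal cells and none fell (14 and 10 rising adjusted over the list alone, camera adjusted p = 0.00432 and 0.00448).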

Two clusters of genes could be separated, which fulfilled this criterion—clusters I and II—only differing in their dynamic range of upregulation (full lists of genes in these clusters are provided as Supplementary Material Table 2). 

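The paper chose cluster I from these arrays, so its direction here is not independent evidence. Of the 391 probe sets it lists for cluster I, 304 were called higher in DN3 than in ETP in adult cells, 188 in fetal cells and 162 in both, and none was called lower in limma. Their mean was -1.13 log2 in adult ETP, 0.23 in adult DN2 and 1.00 in adult DN3. In fetal cells it was -0.79 log2 in ETP, -0.11 in DN2 and 0.96 in DN3. Of the 391, 303 were among the regulated probe sets.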

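*Ptcra*, the invariant chain of the pre-T cell receptor, was higher in DN3 than in ETP by 9.70 ± 0.67 log2 in adult and 8.42 ± 0.67 log2 in fetal cells (SE, n = 3 arrays per group). *Cd3d* rose by 9.37 and 8.08 log2, *Cd3e* by 5.08 and 4.81 log2 and the kinase gene *Zap70* by 4.28 and 4.56 log2 in adult and fetal cells. With *Cd3g*, all 5 of these genes rose in adult cells and 4 in fetal cells (5 adjusted over the list alone), and *Lck*, which the paper also lists, was not analysed here. The gene not called in fetal cells was *Cd3g*, with arrays from -2.33 to -1.55 log2 in ETP and 0.21 to 0.59 log2 in DN3. Its pooled spread includes the adult ETP arrays, which lay from -11.98 to -7.52 log2. From the arrays of the 2 fetal groups alone it was called (2.40 log2). Among transcription factors, *Bcl11b*, needed for T cell commitment, rose by 8.07 ± 0.49 log2 in adult and 3.77 ± 0.49 log2 in fetal cells, and *Lef1* by 7.85 and 8.60, *Spib* by 6.01 and 8.58, *Ets1* by 4.56 and 4.43, *Ets2* by 4.00 and 3.25 and *Gfi1* by 1.71 and 1.66 log2. *Id3* rose by 5.54 log2 and *Runx1* by 2.60 log2 in adult cells, the latter not called from the mean of all its probe sets (0.73 log2), whereas the fetal differences of 0.42 and 0.85 log2 were not called (adjusted p = 0.377 and 0.368). The Notch receptor gene *Notch3* rose by 2.97 ± 0.67 and 3.40 ± 0.67 log2 (the adult call ended with array weights, 2.68 log2, and by the one-way test with or without adjustment), and the adhesion gene *Cdh1* by 4.18 and 4.13 log2. The Hedgehog signal transducer *Smo* rose by 1.69 log2 in adult cells and differed by 0.81 log2 in fetal cells (adjusted p = 0.139). The chemokine receptor gene *Cxcr4* rose by 1.20 log2 in adult cells, a call that ended without adult ETP replicate 2 (0.83) or adult DN3 replicate 2 (0.95) or 3 (1.06), by the one-way test with or without adjustment and with the replicate number as a block (adjusted p = 0.0586), and differed by 0.91 log2 in fetal cells (adjusted p = 0.207). Of the 8 transcription factors that the paper names, 8 rose in adult and 6 in fetal cells, counts that stayed the same when adjusted over the list alone, and of 12 other genes 11 and 6 (11 and 8 adjusted over the list alone). The paper chose these lists from these arrays, so that their direction is not independent evidence. Camera gave adjusted p = 0.00425 in adult and 0.00246 in fetal cells for the receptor genes, 0.00338 and 0.00238 for the transcription factors, and 0.0038 and 0.00238 for the others.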

Clusters I and II contained genes with well-established functions in T cell development such as the components of the pre-T cell receptor signaling machinery, namely, *Ptcra*, *Cd3d, Cd3e*, *lck* and *Zap70*; transcription factors *Lef1*, *Ets1* and *Ets2*, *Gfi1*, *Id3*, *Runx1*, *Spib* and notably *Bcl11b*; signal transducers such as *Smo*, *Notch3*; and molecules associated with migration such as *Cdh1* and *Cxcr4*. 

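*Sema4a*, a membrane-bound semaphorin, was higher in adult DN3 than in adult ETP by 4.73 ± 0.70 log2 (limma adjusted p = 0.000459, SE, n = 3 arrays per group). In fetal cells the difference was 0.61 ± 0.70 log2 and was not called (adjusted p = 0.588). *Nrp1*, which encodes the receptor neuropilin-1, rose by 4.60 ± 0.54 log2 in adult cells (adjusted p = 7.77e-05) and by 7.03 ± 0.54 log2 in fetal cells (adjusted p = 2.3e-06).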

Genes so far not associated with T cell development found in these clusters were the signal transducer Semaphorin 4A (*Sema4a*) and its ligand Neuropilin-1 (*Nrp1*), representing a potentially novel regulatory pathway. 

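Of the surface markers used to order these stages, *Thy1* (CD90) rose from ETP to DN3 by 6.98 ± 0.68 log2 in adult and 3.74 ± 0.68 log2 in fetal cells (SE, n = 3 arrays per group). *Il2ra*, the CD25 chain of the interleukin-2 receptor and one of the sorting markers, rose by 4.17 ± 0.77 and 4.69 ± 0.77 log2. *Cd24a* rose by 1.51 ± 0.19 log2 in adult cells and differed by 0.72 ± 0.19 log2 in fetal cells, which limma passed (adjusted p = 0.0366) but which was below 1.8-fold, and it was called with array weights (0.85 log2) and without fetal ETP replicate 2 (0.89 log2). Among the 9 sorting and surface markers listed, *Cd44* changed to DN3 by -7.87 ± 1.36 log2 in adult and -9.35 ± 1.36 log2 in fetal cells, and *Kit* by -3.24 ± 0.66 log2 in fetal cells. For *Cd44*, adult DN3 replicate 3 stood at -0.86 log2, within the adult DN2 arrays (-0.97 to 0.44), and the other adult DN3 arrays at -7.97 and -7.84 log2. The adult difference of *Kit*, -2.39 log2, was not called without adult ETP replicate 1 (-1.82) or adult DN3 replicate 1 (-1.88) or 2 (-2.12), with array weights (-1.58 log2) or by the one-way test with or without adjustment. In all, 4 of the markers rose and 3 fell in adult cells, and 3 rose and 2 fell in fetal cells (adjusted over the list alone 4 and 4, and 3 and 3; camera adjusted p = 0.809 and 0.567).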

Fittingly, *Cd24*, *Cd90* and *Cd25* were all found in cluster I, perfectly reflecting their pattern at the cell surface. Next, two clusters that exhibited continuous downmodulation of gene expression during progression from ETP to DN3 could be established. 

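Between ETP and DN3, 1177 probe sets fell in adult cells, 624 in fetal cells and 399 in both, where independent lists would share 32.5 (limma, n = 3 arrays per group). By the one-way test with adjustment 48 fell in both. Of 26 genes of stem cells and early progenitors, 19 fell in adult and 13 in fetal cells and none rose (19 and 14 adjusted over the list alone, camera adjusted p = 0.00165 and 0.00705). *Cd34*, a surface antigen of progenitors, changed by -8.61 ± 1.24 log2 in adult and -9.71 ± 1.24 log2 in fetal cells (SE). The transcription factor genes *Hoxa9* and *Mef2c* changed by -7.92 and -7.98 log2 in adult and by -8.51 and -7.93 log2 in fetal cells, *Lmo2* by -8.59 ± 0.23 log2 in adult and *Hhex* by -7.97 ± 1.38 log2 in fetal cells.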

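*Cebpb*, a transcription factor gene of myeloid differentiation, changed from ETP to DN3 by -2.36 ± 0.46 log2 in adult and -2.25 ± 0.46 log2 in fetal cells (SE, n = 3 arrays per group). *Spi1*, which encodes PU.1, changed by -4.46 ± 0.98 log2 in adult cells (limma adjusted p = 0.00781) and by -4.17 ± 0.98 log2 in fetal cells (adjusted p = 0.019). The fetal call ended without fetal ETP replicate 1 (-3.88) or 2 (-3.44) or fetal DN3 replicate 1 (-4.17), 2 (-4.20) or 3 (-4.14). *Cebpd* differed by -1.70 and -0.09 log2 and was not called (adjusted p = 0.292 and 0.958), and *Cebpz* was not analysed here. Of the 32 myeloid genes listed, 18 fell in adult cells and 13 in fetal cells and none rose (18 and 14 adjusted over the list alone). Examples are the growth factor receptor gene *Csf1r*, with -9.58 ± 0.34 log2 in adult and -7.59 ± 0.34 log2 in fetal cells, and the granule enzyme gene *Mpo*, with -9.27 ± 1.39 and -10.01 ± 1.39 log2. Camera passed the adult list (adjusted p = 0.0137) and not the fetal list (adjusted p = 0.178). Of 9 falling genes that the paper names, 8 fell in adult and 3 in fetal cells (8 and 4 adjusted over the list alone, adjusted p = 0.0038 and 0.233), a list the paper chose on these arrays and so not independent evidence.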

Clusters III and IV contained genes that are involved in specification of alternative cell fates (such as *Cebpb*, *Cebpz* and *Sfpi1*—PU.1) ensuring by loss of their transcriptional activity irreversible T cell specification. In addition, clusters III and IV may contain, as yet, unidentified repressors and/or scavenger molecules; downregulation of which would also contribute to the completion of T cell development.

**Fig. 3:**
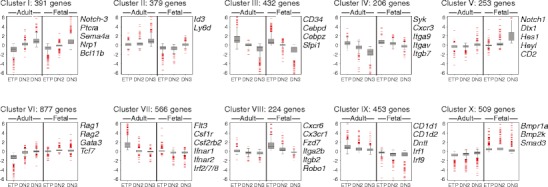
Microarray analysis of adult and fetal double negative thymocytes. K-means clustering revealed ten distinct gene clusters with discrete patterns of expression during adult and fetal early intrathymic development

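Of the 3808 regulated probe sets, 3077 (80.8%) neither rose nor fell from ETP to DN3 at both ages. Clustering of the group means by k-means into 10 clusters placed 494 probe sets (13.0%) in a cluster high in fetal ETP and fetal DN2, with means of 0.85 and 0.58 log2 against -0.20 and -0.50 log2 in the adult counterparts. A cluster of 176 was high in adult ETP (2.86 log2) and low in fetal ETP (-0.66 log2). A cluster of 44 was higher in fetal cells at each stage, with 2.82, 2.74 and 1.96 log2 in fetal ETP, DN2 and DN3 against -1.65, -2.56 and -3.31 log2 in adult cells. A cluster of 106 rose to 3.31 log2 in fetal DN3 against -0.66 log2 in adult DN3. Probe sets were placed by their means, and no test compared the clusters.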

The remaining 67 % of genes were grouped into six distinct clusters all characterized by significant differences between adult and fetal stages in their transcriptional profile. 

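Higher in fetal DN3 than in both adult DN3 and fetal ETP were 187 probe sets of 130 genes (limma, n = 3 arrays per group). The growth factor gene *Igf2* exceeded adult DN3 by 9.36 ± 0.75 log2 and the desmosome gene *Dsp* by 9.14 ± 0.40 log2 (SE). Further large differences were those of the cytoskeletal gene *Pdlim4* with 8.97 ± 0.07 log2, the secreted carrier gene *Fgfbp1* with 8.77 ± 0.08 log2 and *Ifi204* with 8.78 ± 0.89 log2. Adult DN3 exceeded fetal DN3 in *Klf9* (fetal minus adult -5.78 ± 0.53 log2) and *Id3* (-5.07 ± 0.30 log2), both transcription factor genes. The comparisons share the fetal DN3 arrays. Independent lists share 9.8 probe sets. Of 100 simulations of unchanged groups none had over 1 call, so that their overlap of 0 says little, and part of the excess may come from the shared arrays. The one-way test with adjustment gave 80 probe sets. The covariance of the differences was 0.171 against 0.023 in the simulations, and 0.012 for unchanged groups whose arrays of one number correlate as observed.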

Of particular interest is cluster V which contained genes exhibiting a significantly higher transcriptional activity in fetal DN3 compared to adult DN3. Fixation of T cell identity in fetal development was connected with a strong upregulation of genes implicated in Notch signaling (*Notch1*, *Hes1*, *Dtx1* and *Heyl*). Furthermore, the presence of genes such as *Itga6*, *Itgae*, *Itgb5* and *Cd2* illustrates the difference in the microenvironment that the fetal and adult DN3 cells occupy. Additionally, this cluster is the main candidate for genes connected to emergence of fetal γδ T cells. 

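Among the genes of the Notch pathway, *Nrarp*, a Notch target and feedback regulator, was higher in fetal than in adult DN3 by 3.73 ± 0.66 log2 (SE, n = 3 arrays per group, limma adjusted p = 0.00513). *Heyl*, another target, was higher by 1.09 ± 0.26 log2 (adjusted p = 0.0407), a call that ended without adult DN3 replicate 1 (1.06), 2 (1.12) or 3 (1.11) or fetal DN3 replicate 2 (1.14) or 3 (0.67), by the one-way test with or without adjustment and with the mean of all its probe sets (0.57 log2). *Notch1* differed by 0.12 ± 0.55 log2 (adjusted p = 0.962), *Hes1* by 0.56 ± 0.42 log2 (adjusted p = 0.853) and *Dtx1* by 1.40 ± 0.52 log2 (adjusted p = 0.268). *Dtx1* was higher in fetal than in adult DN2 by 3.26 ± 0.52 log2. Of the 17 pathway genes, 2 were higher in fetal DN3, none lower and 15 not called (the same counts adjusted over the list alone, camera adjusted p = 0.72). From ETP to DN3 the list rose in fetal cells, with 6 higher and none lower (8 adjusted over the list alone, adjusted p = 0.0178), while in adult cells 6 were higher and 1 lower (the same adjusted over the list alone, adjusted p = 0.189). From adult DN2 to DN3 it passed, with 2 higher and none lower (6 adjusted over the list alone, adjusted p = 0.0481), but not with the replicate number as a block (0.0528), with the mean of all probe sets of a gene (0.0774), with the probe set of the largest SD (0.0672) or without adult DN2 replicate 2 (0.0747) or 3 (0.12) or adult DN3 replicate 1 (0.0997) or 3 (0.0642).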

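*Itgae*, the integrin chain that binds E-cadherin, was higher in fetal than in adult DN3 by 4.77 ± 0.40 log2 (SE, n = 3 arrays per group), and the adhesion molecule gene *Cd2* by 5.44 ± 0.13 log2 (limma adjusted p = 6.27e-06 and 9.31e-12). *Itga6* differed by 1.42 ± 0.60 log2 (adjusted p = 0.4) and *Itgb5* by 0.01 ± 0.13 log2 (adjusted p = 0.99). Of the 8 genes that the paper names as higher in fetal DN3, 3 were called (4 adjusted over the list alone, camera adjusted p = 0.0155). The paper chose them from these arrays, so this is not independent evidence. Of the 33 migration and adhesion genes, 7 were higher in fetal DN3 and none lower (9 higher and 2 lower adjusted over the list alone, adjusted p = 0.387).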

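Of the 22 genes of gamma delta T cells that were measured, 3 were higher and 2 lower in fetal than in adult DN3 (the same counts adjusted over the list alone, camera adjusted p = 0.827, n = 3 arrays per group). The list held 29 genes, and those not measured include the receptor genes *Tcrg-V2*, *Tcrg-V3*, *Trgc1*, *Trdc* and *Tcrd-V1*. Without them the list cannot decide whether fetal DN3 cells hold more transcript of gamma delta T cells. Besides *Cd2* and *Itgae*, the granzyme gene *Gzmb* was higher, by 2.87 ± 0.57 log2 (SE), a call that ended without adult DN3 replicate 2 (2.52) or fetal DN3 replicate 2 (2.71). The gene segment *Trgv4* of the gamma chain was lower in fetal DN3, with -2.05 ± 0.31 log2 (limma adjusted p = 0.00135), and was not called from the mean of all its probe sets (-0.94 log2). *Txk*, a kinase of T cell signalling outside this list, was higher by 4.49 ± 0.45 log2.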

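In adult cells 670 probe sets rose from ETP to DN2, and 344 of them were also higher in fetal than in adult ETP (limma, n = 3 arrays per group). These 344 probe sets represent 241 genes. Among them was *Cd3g*, which rose by 9.29 ± 0.77 log2 in adult cells and was higher in fetal than in adult ETP by 7.37 ± 0.77 log2 (SE). *Bcl11b*, needed for commitment to the T lineage, rose by 7.04 ± 0.49 log2 in adult cells and was higher in fetal ETP by 3.75 ± 0.49 log2. The age difference at ETP exceeded that at DN2 by 7.22 ± 1.09 log2 for *Cd3g* and 4.55 ± 0.69 log2 for *Bcl11b* (adjusted p = 0.00487 and 0.00499). Both comparisons share the adult ETP arrays. Independent lists share 33.8 probe sets. Of 100 simulations of unchanged groups none had over 5 calls, so that their overlap of 0 says little, and part of the excess may come from the shared arrays. The covariance of the differences was 0.34 against 0.068 in the simulations, and 0.089 for unchanged groups whose arrays of one number correlate as observed. K-means clustering of the group means gave 1197 probe sets (31.4%) in its largest cluster, with means of -1.04 log2 in adult ETP, -0.11 in adult DN2, 0.10 in fetal ETP and 0.51 in fetal DN3. With the group means scaled to unit variance the largest cluster held 16.9%. By the one-way test with adjustment, 3 probe sets in place of 344 were called in both comparisons.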

By far, the largest individual gene set—comprising 20.4 % of all differentially expressed genes—was cluster VI, containing genes that were specifically induced at the transition of adult ETP to DN2, but were expressed in fetal ETPs at significantly higher levels. This cluster contained genes that have been shown to be indispensable for T cell differentiation such as *Gata3*, *Tcf7* and *Rag1/2*. 

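Fetal ETP held more transcript of several genes of the T lineage than adult ETP. The recombinase genes *Rag1* and *Rag2* were higher by 3.72 ± 0.43 and 2.04 ± 0.32 log2 (SE, n = 3 arrays per group) and rose from adult ETP to adult DN2 by 4.44 ± 0.43 and 2.01 ± 0.32 log2. *Gata3*, a transcription factor gene of T lineage entry, was higher in fetal ETP by 1.52 ± 0.41 log2 (limma adjusted p = 0.032), a call that ended without adult ETP replicate 2 (1.28) or 3 (1.30) or fetal ETP replicate 1 (1.32) or 2 (1.41) and by the one-way test with or without adjustment. From adult ETP to adult DN2 it differed by 1.28 ± 0.41 log2 (adjusted p = 0.0863, and 0.0412 with the replicate number as a block) and was called without adult ETP replicate 1 (1.74 log2). Of the 16 genes of pre-T cell receptor signalling, 6 were higher in fetal ETP and none lower (7 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.556), and of the 18 T lineage transcription factors 5 were higher and none lower (5 adjusted over the list alone, adjusted p = 0.654). *Tcf12* was higher by 1.79 ± 0.30 log2 and the kinase gene *Prkcq* by 1.22 ± 0.24 log2. *Ptcra* differed by 2.10 ± 0.67 log2 and was not called (adjusted p = 0.0647), but was by the one-way test without adjustment. From adult ETP to DN2 the receptor signalling list rose, with 12 higher and 1 lower (the same counts adjusted over the list alone, adjusted p = 0.0101), and of the transcription factors 5 rose (10 adjusted over the list alone, adjusted p = 0.0543, and 0.0383 with the replicate number as a block). The 4 measured genes of those the paper names for cluster VI were all higher in fetal ETP, and *Tcf7*, the fifth, was not analysed here. This is a list the paper chose on these arrays and so not independent evidence.

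**Figure D2:**
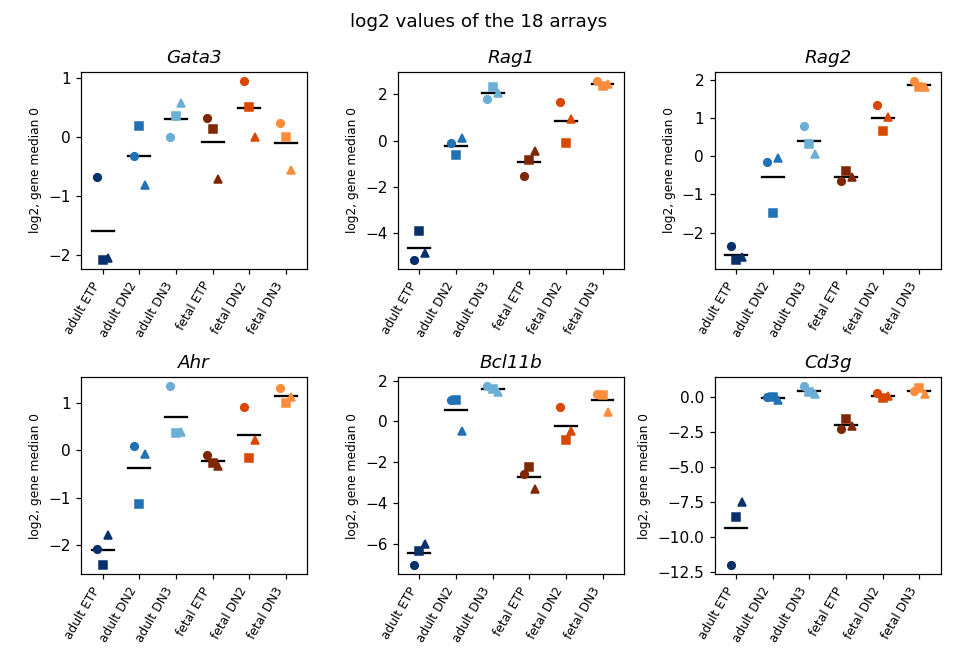
log2 values of *Gata3*, *Rag1*, *Rag2*, *Ahr*, *Bcl11b* and *Cd3g* on the 18 arrays (vertical axis, each gene centred on its median) in the 6 groups (horizontal axis). Circles, squares and triangles are replicates 1, 2 and 3 and lines are group means; for *Rag1*, *Rag2*, *Bcl11b* and *Cd3g* the adult ETP arrays lie below all arrays of the other groups.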

Interestingly, within this cluster, we found the basic-helix-loop-helix transcription factor aryl hydrocarbon receptor gene (*Ahr*). Conversely, we found that cluster VII contained an assembly of genes which were rapidly downregulated upon differentiation from adult ETP to DN2. 

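*Ahr*, a ligand-activated transcription factor gene, was higher in fetal than in adult ETP by 1.87 ± 0.35 log2 (limma adjusted p = 0.0039, SE, n = 3 arrays per group). In adult cells it rose from ETP to DN2 by 1.72 ± 0.35 log2 (adjusted p = 0.00812). Its means were -2.10 ± 0.32, -0.38 ± 0.67 and 0.70 ± 0.56 log2 in adult ETP, DN2 and DN3, and -0.23 ± 0.11, 0.32 ± 0.54 and 1.14 ± 0.16 log2 in the fetal groups (SD).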

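From adult ETP to adult DN2, 704 probe sets fell, and 341 of them, of 226 genes, were also lower in fetal than in adult ETP (limma, n = 3 arrays per group). Of the 26 stem and progenitor genes, 10 fell and none rose (16 adjusted over the list alone, camera adjusted p = 0.00258). *Lmo2* changed by -8.25 ± 0.23 log2 and the homeobox gene *Meis1* by -6.65 ± 0.32 log2 (SE). Of the 32 myeloid genes, 11 fell (15 adjusted over the list alone, adjusted p = 0.0205), with -9.52 ± 0.34 log2 for *Csf1r* and -5.13 ± 0.58 log2 for the neutrophil protease gene *Ctsg*. Of the 18 dendritic cell and MHC class II genes, 8 fell (the same count adjusted over the list alone, adjusted p = 0.0198). At the same step 22 of 41 cell cycle genes rose (27 adjusted over the list alone, adjusted p = 0.0212, and 0.119 without adult DN2 replicate 1), *Rrm1* by 2.42 ± 0.41 log2. The comparisons that define the 341 probe sets share the adult ETP arrays; independent lists share 24.3, the simulations had at most 5 calls and shared none, which says little, and part of the excess may come from the shared arrays. By the one-way test with adjustment they numbered 11.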

In fetal thymocytes, a similar regulation was observed, but the expression levels of genes in this cluster were lower as compared with adult. 

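In fetal cells 126 probe sets fell and 94 rose from ETP to DN2 (limma, n = 3 arrays per group), and the count of both directions was 138 in place of 220 without fetal ETP replicate 1. *Lmo2* changed by -4.98 ± 0.23 log2, the cytokine receptor gene *Flt3* by -3.52 ± 0.56 log2 and *Csf1r* by -7.94 ± 0.34 log2 (SE). Of the 26 stem and progenitor genes 5 fell (9 adjusted over the list alone, camera adjusted p = 0.00322), and of the 32 myeloid genes 4 (10 adjusted over the list alone, adjusted p = 0.0754). Compared at the ETP stage, *Lmo2*, *Irf8* and *Flt3* were lower in fetal than in adult cells, with -3.45 ± 0.23, -4.53 ± 0.89 and -3.84 ± 0.56 log2. At DN2 the fetal minus adult differences of *Flt3*, *Lmo2* and *Irf8* were -0.85, -0.18 and -2.63 log2 and were not called (adjusted p = 0.61, 0.643 and 0.142), though *Irf8* was with array weights (-3.30 log2) and without adult DN2 replicate 1 (-3.67 log2). The change between the stages was called for *Lmo2* (interaction -3.28 ± 0.33 log2, adjusted p = 0.000156) and not for *Flt3* (-2.98 ± 0.79 log2, adjusted p = 0.147), which was called with array weights (-3.75 log2) and without adult DN2 replicate 1 (-3.85 log2). For *Lmo2* all DN2 and DN3 arrays of both ages lay between -0.28 and 0.57 log2. Its interaction therefore adds little to the difference at ETP, and whether these values sit at a floor of the signal was not tested. For *Meis1* the change between the stages was called (-5.34 ± 0.46 log2, adjusted p = 3.32e-05) through a fetal excess at DN2 of 5.85 ± 0.32 log2, with 0.52 log2 at ETP (adjusted p = 0.215).

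**Figure D3:**
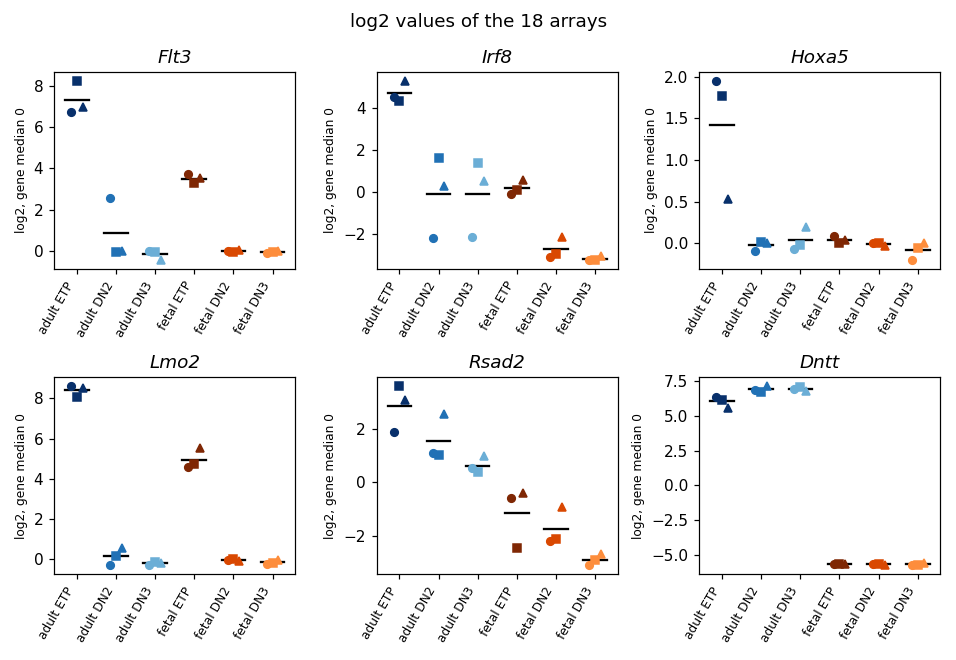
log2 values of *Flt3*, *Irf8*, *Hoxa5*, *Lmo2*, *Rsad2* and *Dntt* on the 18 arrays (vertical axis, each gene centred on its median) in the 6 groups (horizontal axis). Circles, squares and triangles are replicates 1, 2 and 3 and lines are group means; the adult ETP arrays hold the highest *Lmo2* values, and *Dntt* separates adult from fetal arrays at each stage.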

Genes in this cluster are mainly specifically expressed in alternative lineages (*Ica1*, *Wfs1*, *Apbb2*, *Apbb3*) or in early progenitors and/or stem cells (*Gata2*, *Flt3*, *Matk*, *Hoxa5*, *Hoxb4*). 

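The paper names 17 measured genes for cluster VII in its text and its cluster figure, chosen on these arrays and so not independent evidence of their direction. Of these, 9 were lower in fetal than in adult ETP and none higher (16 adjusted over the list alone, camera adjusted p = 2.3e-05, n = 3 arrays per group), and 8 fell from adult ETP to DN2 (14 adjusted over the list alone, adjusted p = 2.56e-05). At DN2 the list was also lower in fetal cells, with 1 gene called (1 adjusted over the list alone, adjusted p = 0.0267), but not without adult DN2 replicate 1 (0.166) or fetal DN2 replicate 1 (0.0714). The deficit was larger at ETP than at DN2 (adjusted p = 5.96e-05) and than at DN3 (adjusted p = 6.7e-05), which the choice of these genes favours. Among genes of other tissues, *Wfs1* and *Apbb2* were lower in fetal ETP, with -1.85 ± 0.38 and -1.89 ± 0.37 log2 (SE, and -0.82 log2 and not called from the mean of all *Apbb2* probe sets), while *Ica1* and *Apbb3* differed by -1.04 and -0.98 log2 (limma adjusted p = 0.0619 and 0.0533). Among progenitor genes the homeobox gene *Hoxa5* was lower, with -1.37 ± 0.25 log2, whereas *Gata2*, *Matk* and *Hoxb4* differed by -1.81, -0.68 and -0.98 log2 (adjusted p = 0.0785, 0.195 and 0.0539). The calls of *Hoxa5* and *Apbb2* ended from the arrays of the 2 groups alone. For *Hoxa5* the adult ETP arrays lay at 1.95, 1.77 and 0.53 log2. *Ica1*, *Apbb3* and *Gata2* were called without adult ETP replicate 1 (-1.61, -1.34 and -2.88 log2), *Matk* without adult ETP replicate 2 (-1.25 log2) and *Hoxb4* without adult ETP replicate 3 (-1.51 log2). *Apbb2* and *Hoxa5* also fell from adult ETP to adult DN2, with -1.95 ± 0.37 and -1.44 ± 0.25 log2, calls that also ended from the arrays of the 2 groups alone. Of 26 stem and progenitor genes, a list that shares *Flt3*, *Gata2*, *Hoxa5* and others with the genes above, 4 were lower in fetal ETP and none higher (8 adjusted over the list alone, adjusted p = 0.0463). That list did not pass without adult ETP replicate 2 (0.0745), fetal ETP replicate 1 (0.0874) or fetal ETP replicate 2 (0.0638) or with the mean of all probe sets of a gene (0.066) or the probe set of the largest SD (0.0544). Among genes of other blood lineages, *Cd74*, the MHC class II invariant chain, and the immunoglobulin gene *Ighm* were also lower, with -5.03 ± 0.54 and -4.37 ± 0.23 log2.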

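The 344 probe sets that rose from adult ETP to DN2 and were higher in fetal ETP, together with the 341 that fell at that step and were lower in fetal ETP, make 685 probe sets (limma, n = 3 arrays per group). They hold 8.90% and 8.80% of the 3808 regulated probe sets. Among k-means clusters, the 2 largest, of 1197 and 957 probe sets, separated adult ETP from the other groups and held 2154, or 56.6%. The mean of the second stood at 0.96 log2 in adult ETP, 0.09 in adult DN2, -0.05 in fetal ETP and -0.51 in fetal DN3. Counted by gene, 764 of 12393 genes were higher and 503 lower in fetal than in adult ETP. Those higher included the mitochondrial ATP synthase gene *Atp5g1* (1.73 ± 0.37 log2, SE) and the proteasome gene *Psmd7* (2.52 ± 0.52 log2), and those lower the B cell receptor regulator *Cd72* (-3.18 ± 0.49 log2).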

The finding that clusters VI and VII together account for a third of all genes (1,443 out of 4,290) further underlined a fundamental difference in the genetic program mainly between adult and fetal DN1 ETPs. Cluster VIII was characterized by a number of genes that might reflect the distinct origin of fetal ETPs and environmental cues that govern migration of fetal progenitors into the fetal thymus. 

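Higher in fetal than in adult ETP and lower in fetal DN3 than in fetal ETP were 107 probe sets of 60 genes (limma, n = 3 arrays per group). Of the 33 migration and adhesion genes, 6 were higher and 2 lower in fetal ETP (9 and 3 adjusted over the list alone, camera adjusted p = 0.857). The integrin gene *Itgae* was higher by 2.24 ± 0.40 log2 (SE), and the chemokine receptor gene *Ccr9*, which guides progenitors to the thymus, was lower, with -2.34 ± 0.60 log2. The call of *Ccr9* ended without adult ETP replicate 1 (-1.79) or 3 (-2.30) or fetal ETP replicate 1 (-2.38) or 2 (-2.07), with the mean of all its probe sets (-1.09 log2) and with the probe set of the largest SD (-0.99 log2). The comparisons share the fetal ETP arrays; independent lists share 31.5 probe sets, the simulations had at most 1 call and shared none, which says little, and part of the excess may come from the shared arrays. The one-way test with adjustment gave 19 probe sets. The covariance of the differences was 0.017 against -0.033 in the simulations, and -0.022 for unchanged groups whose arrays of one number correlate as observed.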

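*Cxcr6*, a chemokine receptor gene, was higher in fetal than in adult ETP by 2.78 ± 0.45 log2 and changed from fetal ETP to fetal DN3 by -2.73 ± 0.45 log2 (SE, n = 3 arrays per group). The platelet integrin gene *Itga2b* was higher in fetal ETP by 2.23 ± 0.48 log2 and changed by -2.66 ± 0.48 log2 to fetal DN3. *Cx3cr1* was higher by 1.23 ± 0.29 log2, a call that ended without fetal ETP replicate 2 (0.75), by the one-way test with or without adjustment and with the mean of all its probe sets (0.65 log2), and *Robo1* by 2.00 ± 0.58 log2, a call that ended without adult ETP replicate 2 (1.78) or 3 (1.93) or fetal ETP replicate 1 (1.88) or 3 (1.67) and with the replicate number as a block (adjusted p = 0.0588). From fetal ETP to fetal DN3, *Cx3cr1* and the Wnt receptor gene *Fzd7* changed by -1.46 and -1.65 log2, and neither was called from the mean of all probe sets (-0.77 and -0.85 log2). Between fetal and adult ETP, *Itgb2* differed by 0.07 ± 0.36 log2 and *Fzd7* by 0.42 ± 0.34 log2, and neither was called (limma adjusted p = 0.892 and 0.343). Of these 6 genes 4 were higher in fetal ETP (the same count adjusted over the list alone, camera adjusted p = 0.339) and 4 fell to fetal DN3 (5 adjusted over the list alone, adjusted p = 0.0302, 0.0556 with the replicate number as a block, 0.0522 with the mean of all probe sets of a gene, 0.056 without fetal ETP replicate 2 and 0.0648 without fetal DN3 replicate 3). The paper picked them from these arrays, so this is not independent evidence.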

Genes such as *Cxcr6*, *Cx3cr1*, *Itga2b*, *Itgb2*, *Robo1* and *Fzd7* were grouped in this cluster. Finally, clusters IX and X illustrated the presence of global differences in adult and fetal T cell development that would reflect their different lineage outputs, microenvironments and, ultimately, the origin of adult and fetal progenitors.

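At all 3 stages 100 probe sets were lower and 103 higher in fetal than in adult cells (limma, n = 3 arrays per group), and 5 and 7 by the one-way test with adjustment. *Dntt* was lower in fetal ETP, DN2 and DN3, with -11.72 ± 0.16, -12.61 ± 0.16 and -12.63 ± 0.16 log2 (SE). The interferon signalling gene *Irf9* was lower in fetal DN2, with -1.57 ± 0.31 log2, and differed by -0.38 ± 0.31 log2 at DN3 (adjusted p = 0.9). The antigen-presenting molecule gene *Cd1d1* was lower at ETP and at DN2, with -0.99 ± 0.20 and -0.95 ± 0.20 log2, calls that ended without fetal ETP replicate 2 (-0.81) and without adult DN2 replicate 3 (-0.81). The ETP call also ended with the mean of all its probe sets (-0.73 log2) and with the probe set of the largest SD (-0.47 log2). Of 5 genes that the paper's cluster figure names for cluster IX, 4, 4 and 1 were lower at ETP, DN2 and DN3 (4, 4 and 1 adjusted over the list alone, camera adjusted p = 0.00711, 0.00307 and 0.0155), a list chosen on these arrays and so not independent evidence. Higher in fetal cells were the receptor gene *Bmpr1a* of bone morphogenetic proteins, by 1.64 ± 0.35, 2.36 ± 0.35 and 4.10 ± 0.35 log2, and the kinase gene *Bmp2k*, by 1.22, 1.46 and 1.24 log2, at ETP, DN2 and DN3. From the mean of all probe sets *Bmpr1a* was not called at ETP (0.40 log2) and DN2 (0.47 log2), nor *Bmp2k* at DN3 (0.83 log2). *Smad3* differed by 0.06 log2 at ETP and 0.03 log2 at DN2 and was not called (adjusted p = 0.158 and 0.61). Of the 3 genes named for cluster X in that figure, also chosen on these arrays and so not independent evidence, 2 were higher at each stage and 0 lower (the same counts adjusted over the list alone), and so few genes were not tested as a list.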

### Organization of transcriptional territories in thymocyte development

To further compare the genetic mechanisms between adult and fetal subsets, we visualized all populations based on “two principal components” analysis that best resolved them. Figure 2b clearly illustrates that adult and fetal developmental processes segregated according to their transcriptional programs. Hence, in turn, each specific stage of differentiation could also be separated based on their molecular footprint, thus creating “transcriptional territories” for each developmental stage (Fig. 4a). 

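Over the regulated probe sets the first principal component held 46.3% of the variance and the second 28.0%. On the first, adult ETP stood at -86.4 ± 1.47, adult DN2 at -7.73 ± 6.82 and adult DN3 at 36.1 ± 15.7, and fetal ETP at -28.2 ± 4.66, fetal DN2 at 17.3 ± 6.52 and fetal DN3 at 68.8 ± 2.08 (mean ± SD, n = 3 arrays each). Assigned to the nearest group mean, 17 of 18 arrays fell to their own group, and adult DN3 replicate 3 lay nearest to adult DN2. The root mean square difference between arrays of one group was 0.467 to 0.896 log2, whereas the nearest groups, fetal ETP and fetal DN2, had means 0.986 log2 apart.

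**Figure D4:**
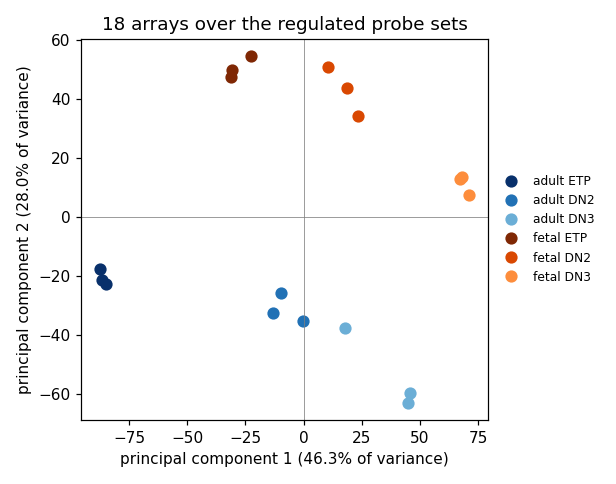
The 18 arrays on the first principal component (horizontal axis, 46.3% of the variance) and the second (vertical axis, 28.0%) of the regulated probe sets, coloured by group. The groups occupy separate areas, and 1 adult DN3 array lies toward the adult DN2 arrays.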

Remarkably, the establishment of “transcriptional territories” not only separated DN1 ETP, DN2 and DN3 but also resulted in a strict division between fetal and adult populations. This suggests that a distinct collection of genetic elements would be specifically active in an individual stage of development.

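On the second principal component the adult groups had means of -20.6 ± 2.61 (ETP), -31.2 ± 4.98 (DN2) and -53.3 ± 13.8 (DN3), and the fetal groups 50.8 ± 3.52, 43.0 ± 8.41 and 11.4 ± 3.26 (SD, n = 3 arrays each), so that all 9 fetal arrays lay above all 9 adult arrays. The third component held 9.34% of the variance and placed adult ETP at 26.3 ± 1.97 and fetal DN3 at 33.8 ± 3.34, apart from the other groups at means of -25.9 to -9.54. Probe sets were chosen because they differed between the groups, so that the separation of the groups on them is not a test of it.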

**Figure 4:**
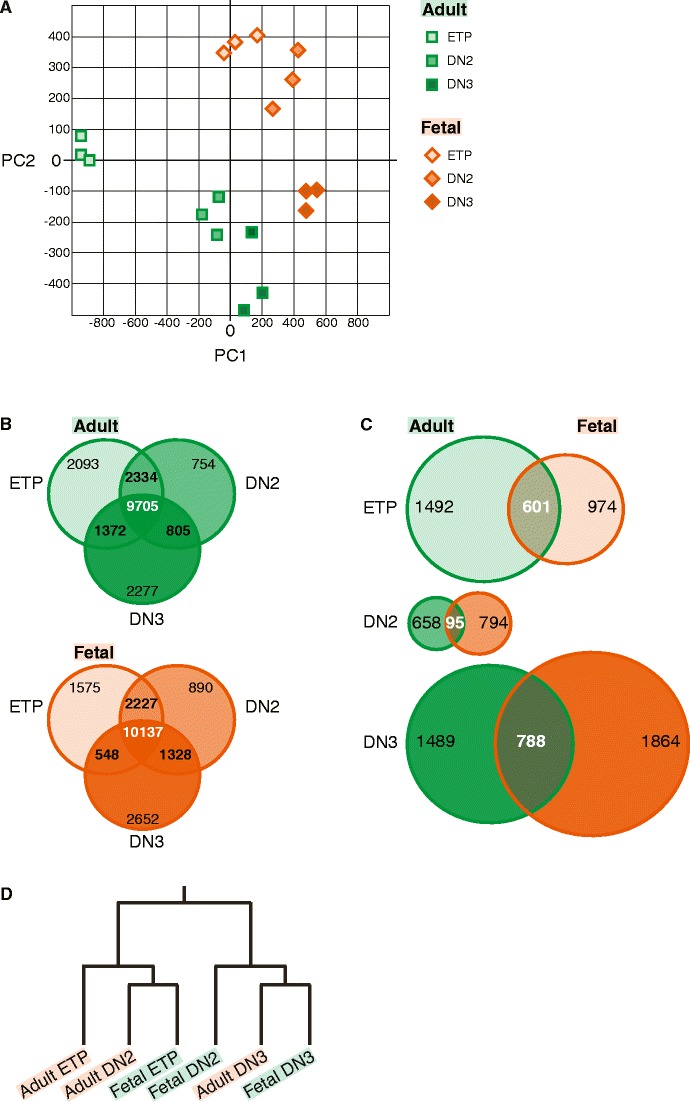
Compartmentalization of adult and fetal progenitor thymocytes according to gene expression signatures. **a** Principal component analysis based on all regulated genes illustrating “transcriptional territories” of adult and fetal T cell ontogeny. Each progenitor population has a distinct molecular signature based on which novel or aberrant hematopoietic progenitors can be classified. **b** Venn diagrams illustrating the overlapping and distinctive genetic elements in adult DN1 ETP, DN2 and DN3 progenitors as well as in analogous fetal subpopulations. Filtered sets of genes were grouped according to their absence or presence of transcriptional activity in every subpopulation. The majority of genes both in adult and fetus were expressed during differentiation; however, each population displayed a unique set of transcribed genes. **c** Venn diagrams illustrating the distribution of genes between adult and fetal DN1 ETP, DN2 and DN3 populations, respectively. Uniquely expressed genes in corresponding populations of adult and fetal development were compared. Analogous populations harbored a set of specific mRNA transcripts that defines each developmental stage. **d** Self-organizing map of adult and fetal progenitor populations. The dendrogram illustrating relationships between adult and fetal progenitors was derived via a self-organizing map. Fetal DN1 ETP and DN2 progenitors exhibited a closer relationship to the final commitment stage (DN3 stage) as compared to the respective adult populations, suggesting earlier specification of the T cell lineage during fetal ontogeny

In order to address this, we compared the complete transcriptome of each adult and fetal population to identify genes that are specific to the ETP, DN2 and DN3 stages (Fig. 4b). In adult thymopoiesis, 9,705 genes (50.2 % of total) were present in adult DN1 ETP, DN2 and DN3 populations; all of which contained a roughly identical number of genes, whereas a slightly higher number—10,137 genes (52.4 % of total)—was co-expressed during fetal stages of differentiation. 

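Called higher in ETP than in both DN2 and DN3 of the same age were 579 probe sets in adult and 110 in fetal cells (limma, n = 3 arrays per group). For DN3 the numbers were 126 in adult and 333 in fetal cells. These counts compare the stages with one another, since values centred per probe set do not show whether a gene was expressed at all. In adult ETP the set holds *Lmo2* with a mean of 8.41 ± 0.28 log2 against 0.15 ± 0.43 in DN2 and -0.18 ± 0.06 in DN3 (SD), and in fetal DN3 the transcription factor gene *Spib* stood at 6.93 ± 0.14 log2 against -1.65 ± 0.36 in ETP and 0.83 ± 1.29 in DN2. Without adult DN3 replicate 2, the adult DN3 set held 63 probe sets. In adult and fetal ETP the counts were 371 and 223 with array weights, 19 and 13 by the one-way test with adjustment and 163 and 31 from the arrays of the 2 groups alone, and by that test without adjustment fetal ETP held 301. In DN3 they were 0 and 76 by the test with adjustment and 237 and 513 without, adult DN3 held 2 from the 2 groups alone, and fetal DN3 632 with array weights.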

There was a large overlap between any two stages of development, but most importantly, each progenitor population had a set of uniquely expressed genes (Fig. 4b). Surprisingly, however, the DN2 population during adult or fetal development contained the least number of unique genes, as compared to the ETP or the DN3 populations, identifying this population as “transitory” during T cell differentiation. 

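Called higher in DN2 than in both ETP and DN3 were 6 probe sets in adult and 5 in fetal cells (limma, n = 3 arrays per group). The adult number ranged from 0 without adult DN3 replicate 2 to 39 without adult DN2 replicate 1, with 3 without adult DN2 replicate 3, 2 without adult DN3 replicate 1 and 26 without adult DN3 replicate 3, and it was 11 with the replicate number as a block. The fetal number was 8 without fetal DN2 replicate 3 and with array weights. By the one-way test the numbers were 17 and 15 without adjustment and 0 and 0 with it, and 0 and 1 from the arrays of the 2 groups alone. The step from adult DN2 to DN3 moved fewer probe sets than that from ETP to DN2, with 144 higher and 66 lower against 670 and 704. The receptor gene *Ptcra* rose at that step by 4.81 ± 0.67 log2, *Id3* by 5.21 ± 0.30 log2 and *Lef1* by 7.07 ± 0.59 log2 (SE). Of the 18 T lineage transcription factors, 4 rose from adult DN2 to DN3 (9 adjusted over the list alone, camera adjusted p = 0.0137 for the list, and 0.0535 without adult DN2 replicate 3). The 210 calls became 540 by the one-way test without adjustment, 0 with it and 2 from the arrays of the 2 groups alone. They became 352 with the replicate number as a block, 406 without adult DN2 replicate 1, 78 without adult DN3 replicate 2 and 520 without adult DN3 replicate 3. In that last array the sorting marker *Cd44*, which the gates use to tell DN2 from DN3 cells, stood at -0.86 log2 against -7.97 and -7.84 log2 in the other adult DN3 arrays and -0.97 to 0.44 log2 in adult DN2. Adult DN3 replicates 2 and 3 also stood at -11.28 and -11.34 log2 for *Xist*, the transcript of the inactive X chromosome, against -1.45 to 1.59 log2 in the other adult arrays. In fetal cells 220 probe sets were called between ETP and DN2 (138 without fetal ETP replicate 1) and 559 between DN2 and DN3, the latter 321 without fetal DN2 replicate 2 and 350 without fetal DN3 replicate 1.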

To identify sets of genes which were uniquely expressed in any of the six populations, we directly compared transcriptional signatures of corresponding adult and fetal stages (Fig. 4c). This type of analysis revealed that the analogous stages of development in the adult and the fetus did not share majority of unique genes but instead contained a collection of select elements that ultimately define each population. 

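Of the probe sets higher in ETP than in the later stages, 81 were shared by adult and fetal cells, 14.0% of the 579 adult and 73.6% of the 110 fetal probe sets, where 2.81 would be shared by chance (Fisher's exact test, p = 5.99e-106). For DN3, 67 were shared, 53.2% of 126 adult and 20.1% of 333 fetal probe sets, against 1.85 by chance (Fisher's exact test, p = 3.64e-90). Of the DN2 sets of 6 and 5 probe sets limma's calls shared 0. The tests take probe sets as independent, which those of one gene are not. They also count probe sets that could not be called, so that the overlaps by chance are too low. The fetal ETP set, defined against fetal DN2 and DN3 alone, includes *Csf1r*, at 7.93 ± 0.84 log2 in fetal ETP and -0.01 ± 0.02 log2 in fetal DN2 (SD, n = 3 arrays each). *Csf1r* is not confined to fetal ETP, since it also changed by -9.58 ± 0.34 log2 from adult ETP to adult DN3 (SE).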

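The paper lists 56 genes in its Supplementary Material Table 3, chosen on these arrays, and 54 of them could be matched by symbol. Over these, 17 of the 18 arrays lay nearest to the mean of their own group, each array being left out of the means when it was placed, by Euclidean distance and by Pearson correlation alike. The same number was reached by all regulated probe sets. Of 10000 random sets of as many genes, matched on their SD over the arrays, the median placed 17 arrays and 68.1% placed at least 17 (range 12 to 18). Across these genes the group values of the paper's table and those of the deposited values correlated with r = 0.926 (Pearson, across genes, which are not independent replicates).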

To determine a restricted number of unique genes that reflect the molecular identity of each progenitor population, we performed Recursive Feature Elimination (RFE) with support vector machines and established a distinct set of 8–10 genes that classified each population unequivocally (Supplementary Material Table 3).

Finally, we wanted to illustrate the relationship between the transcriptional programs of adult and fetal progenitors. 

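The distance between groups was measured as the root mean square difference of their means over the regulated probe sets. Fetal ETP lay 1.54 log2 from adult DN2, 1.66 log2 from adult ETP and 0.986 log2 from fetal DN2. The ratio of the first 2 distances was 0.926 ± 0.0362 (SD over 3 arrays), and each of the 3 fetal ETP arrays lay nearer to adult DN2 than to adult ETP. Measured as 1 minus the Pearson correlation of the deposited profiles the same ratio was 2.04, and of profiles centred for each probe set 1.79, by both of which adult ETP was nearer. The ratio of the distance to adult DN2 over that to fetal DN2 was 1.56 ± 0.121. The granzyme gene *Gzma* stood at 0.28 ± 0.17 log2 in fetal ETP, -1.91 ± 0.42 in adult DN2 and -8.87 ± 2.10 in adult ETP (SD, n = 3 arrays). Between fetal ETP and adult DN2, 635 probe sets were higher and 409 lower in fetal ETP by limma. Average linkage joined fetal ETP with fetal DN2, as did all 26 trees made with it, with other distances and linkages and with arrays left out.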

Transferring the observed expression patterns of regulated genes into a self-organizing map, we found that fetal DN1 ETP exhibited a molecular signature with close resemblance to adult DN2. In consequence, fetal DN2 was grouped closely with finally committed T cell progenitors (adult and fetal DN3, Fig. 4d). 

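Fetal DN2 lay 1.67 log2 from adult DN3, 1.31 log2 from fetal DN3, 1.37 log2 from adult DN2 and 0.986 log2 from fetal ETP. The distance to adult DN3 was 1.23 ± 0.0447 times that to adult DN2 (SD over 3 arrays), and none of the 3 fetal DN2 arrays lay nearer to adult DN3. With 1 minus Pearson correlation this ratio was 0.909 for the deposited profiles and 1.01 for centred ones. Fetal DN3 lay 1.46 log2 from adult DN3 and 1.89 log2 from fetal ETP. By limma 1189 probe sets differed between fetal DN2 and adult DN3 (750 without adult DN3 replicate 2 and 718 without fetal DN2 replicate 2) and 779 between fetal and adult DN2 (415 without fetal DN2 replicate 2). *Lef1*, a transcription factor gene of the T lineage, was higher in fetal than in adult DN2 by 5.10 ± 0.59 log2 (SE, adjusted p = 0.00023, n = 3 arrays per group). In 14 of the 26 trees, that of average linkage among them, adult DN2 and adult DN3 formed a pair that fetal DN3 joined, then the pair of fetal ETP and fetal DN2, and adult ETP last.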

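Each array was placed along the line from the mean of adult ETP (0) to the mean of adult DN3 (1) over the 2435 probe sets that limma called between them. Fetal ETP lay at 0.371 ± 0.0278, with the 3 arrays between 0.351 and 0.403, fetal DN2 at 0.654 ± 0.0409 and adult DN2 at 0.640 ± 0.0660 (mean ± SD, n = 3 arrays each). Fetal ETP lay below adult DN2 (difference -0.268, exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Fetal DN2 and adult DN2 differed by 0.0144 (exact permutation test, p = 0.8). Without adult DN3 replicate 3 fetal ETP lay at 0.294, fetal DN2 at 0.552 and adult DN2 at 0.553. Along the corresponding fetal line, over 1233 probe sets, adult ETP lay at -0.0133, adult DN2 at 0.408 and fetal DN2 at 0.398. Genes that carry this line include *Cd28*, higher in adult DN3 than in adult ETP by 7.99 ± 0.59 log2, and the B cell kinase gene *Btk*, lower in adult DN3 with -5.77 ± 0.94 log2 (SE).

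**Figure D5:**
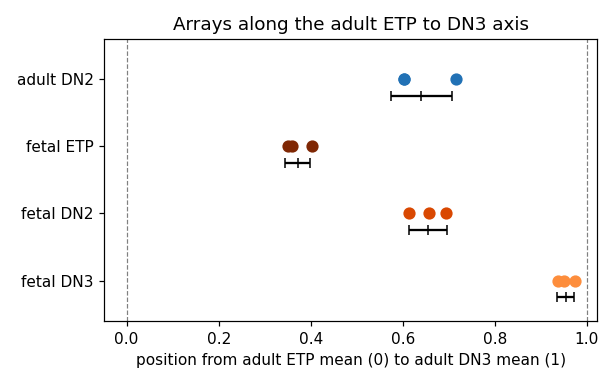
Position of each array of adult DN2, fetal ETP, fetal DN2 and fetal DN3 (vertical axis) along the line from the adult ETP mean at 0 to the adult DN3 mean at 1 (horizontal axis). Circles are arrays and black bars the mean and SD; fetal ETP arrays lie between 0.351 and 0.403, apart from adult ETP at 0.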

Taken together, our results suggest that the genetic program of T cell lineage specification is initiated at an earlier developmental stage during fetal ontogeny resulting in molecular signatures of fetal ETP and DN2 defining more advanced stages of T cell lineage specification relative to adult. In contrast, the closely resembling genetic identity of fetal and adult DN3 cells indicates a largely identical genetic program underlying final T cell fate specification.

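On the same line fetal DN3 lay at 0.954 ± 0.0186 (SD, n = 3 arrays), between 0.937 and 0.974, close to the adult DN3 mean at 1. Without adult DN3 replicate 3 it lay at 0.858. On the line from fetal ETP to fetal DN3, adult DN3 lay at 0.737 ± 0.136 (SD), with arrays at 0.817, 0.814 and 0.580, and at 0.834 without adult DN3 replicate 3. The 626 probe sets called between fetal and adult DN3 were fewer than the 1921 called between fetal and adult ETP (1254 without fetal ETP replicate 2). With array weights these counts were 1278 and 2875, and by the one-way test with adjustment they lay closer, at 215 and 269. The difference between the ages itself changed for 564 probe sets between ETP and DN3. The receptor signalling genes *Cd3d*, *Cd3e* and *Zap70* differed between fetal and adult DN3 by 0.60, 0.42 and 0.38 log2 and were not called (limma adjusted p = 0.952, 0.952 and 0.918). The paper reasons from the closeness of fetal ETP to adult DN2 in its map of the groups, and from the genes of cluster VI, which it describes as already expressed in fetal ETP and still to be induced in adult ETP. It proposes that the T lineage programme starts earlier in fetal development, so that fetal ETP and DN2 stand further along than their adult counterparts, and from the resemblance of fetal and adult DN3 that the last step of T cell specification runs on largely the same programme.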

## Discussion

In this study, we have used an unbiased approach to investigate the global transcriptional activity during intrathymic T cell fate specification. By focusing on phenotypically defined populations with well-established developmental potential, we compared the genetic processes underlying adult and fetal differentiation and lineage specification in a comprehensive analysis. This approach has generated two main results. First, despite the final restriction of DN3 cells to the T cell lineage illustrated by the identical expression of key components of pre-TCR signaling, a large number of genes were differentially expressed between adult and fetal DN3, illustrating the underlying differences in T cell pools generated during these developmental windows. 

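At DN3, *Ptcra* differed between fetal and adult cells by 0.82 ± 0.67 log2 and *Cd3g* by -0.03 ± 0.77 log2 (SE, n = 3 arrays per group), and neither was called (limma adjusted p = 0.918 and 0.996). Of the 5 measured pre-T cell receptor genes of those the paper names (*Lck* was not analysed here), limma called 0 (0 adjusted over the list alone, camera adjusted p = 0.827), and a p that misses the threshold does not show that levels were equal. In the wider list of 16 signalling genes 3 were higher and 1 lower (the same counts adjusted over the list alone, adjusted p = 0.611). *Prkcq*, a kinase of T cell activation, was higher in fetal DN3 by 1.39 ± 0.24 log2. Counted by gene, 242 of 12393 were higher and 165 lower in fetal DN3. Large differences were found in *Hmga2*, a chromatin protein of fetal stem cells (5.57 ± 0.28 log2), in the MHC class I gene *H2-D1* (-3.00 ± 0.41 log2) and in *Gata1* (5.00 ± 0.30 log2).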

Second, the mapping of “transcriptional territories” revealed that fetal development is characterized by an accelerated progression towards an endpoint marked by the definitive expression of a T cell specific gene signature in DN3. Furthermore, the fundamental change in the origin and composition of the earliest isolated intrathymic population—DN1 ETP—between adult and fetal was reflected by major differences in gene expression.

The functional capabilities of a living cell are, to a large extent, dictated by the transcriptional programs that operate within. Global transcriptional analyses have allowed for simultaneous detection of thousands of genes, which, in turn, can infer the identity, the origin but, most importantly, the functional capacities of cellular subsets. The hematopoietic system is a prototypic model to study developmentally ordered cellular subpopulations where transcriptional analyses have been employed to gain further insight into the complex regulation of hematopoiesis in wild-type or mutant cells at the global or single cell levels (Akashi et al. 2003; Månsson et al. 2007; Ng et al. 2009). In particular, adult progenitors for the T cell lineage have previously been analyzed to reveal the molecular interplay that accompanies differentiation (Tabrizifard et al. 2004; Tydell et al. 2007; David-Fung et al. 2009; Hoffmann et al. 2003). Moreover, the molecular signals emanating from the adult thymic stromal compartments are also being deciphered by a transcriptomics-based approach (Griffith et al. 2009). We concentrated on the stepwise restriction of cellular potential and the establishment of T cell identity in adult and fetal subsets to reveal a minimal set of genes that are indispensable for T cell differentiation but more importantly to isolate distinct gene clusters that operate in a tight developmental window only. In this study, we employed an improved resolution of the canonical T cell progenitor in DN1 ETP, the correlation of phenotypically aligned adult and fetal samples, and the comprehensiveness of the microarray chip platform. Previous publications using a genome-wide platform for transcriptional profiling either omitted DN1 altogether (Hoffmann et al. 2003) or failed to exclude CD117^–^ cells in DN1 (Tabrizifard et al. 2004), thereby adding subsets to this pool unlikely to contribute to T cell development under physiological conditions. The contamination of the earliest intrathymic progenitor subset with cells not harboring T cell potential in vivo (Tabrizifard et al. 2004) would systematically alter the frequency or abundance of genes not related to T cell differentiation, resulting in a more significant change in the genetic profile upon transition to DN2. Recent studies of E. Rothenberg and coworkers (David-Fung et al. 2006, 2009; Tydell et al. 2007), utilizing an identical isolation protocol for intrathymic progenitors, revealed a pattern of gene regulation similar to the results in our study. Since these reports investigated a large set of regulatory genes based on their initial discovery in cDNA libraries, it is of interest to note that our results in a genome-wide transcriptional screen were in perfect agreement with the reported data. Extending our studies to intrathymic progenitors during fetal development, we succeeded to establish a concise set of genes shared between adult and fetal T cell differentiation. The molecular similarities that were observed should define the prerequisite of genetic activity or, inversely, gene expression silencing, to ultimately generate fully committed T cell progenitors with an irreversible fixation of their developmental potential. Genes upregulated during intrathymic development were found mainly in clusters I, II, V and VI, and they are associated with key events that take place during early stages of T cell development such as Notch signaling (*Notch1* and *3*, *Dtx1*, *Hes1*) and β-selection (*Ptcra*, *Cd3e*, *Cd3d*, *Cd3g*, *Lck*). 

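At the step from ETP to DN2, *Ptcra* rose by 4.88 ± 0.67 log2 in adult and 4.97 ± 0.67 log2 in fetal cells, *Cd3d* by 6.03 ± 0.81 and 5.23 ± 0.81 log2 and *Cd3e* by 3.44 ± 0.45 and 3.06 ± 0.45 log2 (SE, n = 3 arrays per group). *Cd3g* differed by 2.07 ± 0.77 log2 in fetal cells (limma adjusted p = 0.568) and by 2.40 ± 0.77 log2 between fetal ETP and DN3 (adjusted p = 0.101). Both were called with array weights (2.07 and 2.64 log2) and by the one-way test without adjustment, and the latter also with adjustment, from the arrays of the 2 groups alone and over probe sets with a span over 1 log2. From DN2 to DN3 *Zap70* rose by 2.40 ± 0.31 log2 in adult and 4.06 ± 0.31 log2 in fetal cells. The receptor signalling list rose at each step, with 7 of 16 genes higher and 1 lower from fetal ETP to DN2 (11 and 1 adjusted over the list alone, camera adjusted p = 0.00127), 5 higher from fetal DN2 to DN3 (9 adjusted over the list alone, adjusted p = 0.00433) and 3 higher from adult DN2 to DN3 (7 adjusted over the list alone, adjusted p = 0.0327, 0.0528 with the replicate number as a block, 0.08 without adult DN2 replicate 2, 0.0632 without adult DN2 replicate 3 and 0.0655 without adult DN3 replicate 1). *Dtx1* rose from ETP to DN3 by 3.11 ± 0.52 log2 in adult and 2.55 ± 0.52 log2 in fetal cells. *Hes1* differed by 1.03 ± 0.42 and 1.20 ± 0.42 log2 and was not called (adjusted p = 0.151 and 0.144). Both were called with array weights (1.25 and 1.44 log2), the adult difference also without adult ETP replicate 1 (1.42 log2) and the fetal one by the one-way test without adjustment.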

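From ETP to DN3, *Notch1* differed by 1.20 ± 0.55 log2 in adult and 1.30 ± 0.55 log2 in fetal cells and was not called in either (limma adjusted p = 0.21 and 0.257, SE, n = 3 arrays per group). From DN2 to DN3 *Notch3* rose by 3.26 ± 0.67 log2 in fetal cells, a call that ended without fetal DN2 replicate 2 (3.25) or 3 (3.19) or fetal DN3 replicate 1 (3.04) and with the probe set of the largest SD (1.76 log2), and differed by 2.95 ± 0.67 log2 in adult cells (adjusted p = 0.0559). The adult difference was called with the replicate number as a block (adjusted p = 0.0471), with the mean of all its probe sets (2.80 log2) and without adult DN3 replicate 3 (4.00 log2). Between fetal and adult cells *Notch3* differed by 0.18 ± 0.67 log2 at DN2 and 0.50 ± 0.67 log2 at DN3, and *Notch1* by 0.95 ± 0.55 log2 at DN2, and none was called (adjusted p = 0.877, 0.952 and 0.525). The target *Nrarp* was higher in fetal than in adult DN2 by 3.88 ± 0.66 log2 (adjusted p = 0.00416). Of the 17 Notch pathway genes 2 rose and 0 fell from fetal ETP to DN2 (2 and 0 adjusted over the list alone, camera adjusted p = 0.047). The list did not pass with the replicate number as a block (0.0625), with the mean of all probe sets of a gene (0.0817), with the probe set of the largest SD (0.0787) or without fetal ETP replicate 1 (0.0586), 2 (0.0921) or 3 (0.0648) or fetal DN2 replicate 1 (0.116) or 2 (0.0508).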

Of particular interest is the finding that both *Notch1* and *3* were upregulated, but only *Notch1* and its target genes exhibited a different pattern, allowing it to be assigned to cluster V. This could relate to differences in intrathymic Notch signaling between adult and fetal development (Harman et al. 2005) which might reflect changes in the time point and dosage of stimuli. The recent observation that, in adult steady-state thymopoiesis, *Notch1* and *3* have seemingly non-overlapping functions (Shi et al. 2011) further underlines the distinct differences in the regulation of these two Notch family members. Most importantly, the transcription factors *Bcl11b* and *Tcf7* (TCF-1) which are pivotal for the early commitment and specification of the T cell lineage (Ikawa et al. 2010; Li et al. 2010a, b) and, in case of *Tcf7*, which might be induced directly by Notch signaling (Weber et al. 2011) could be found in clusters I and VI. 

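*Ifngr1*, the ligand-binding chain of the interferon gamma receptor, was higher in DN3 than in ETP by 1.38 ± 0.20 log2 in adult and 1.69 ± 0.20 log2 in fetal cells (limma adjusted p = 0.00046 and 0.000121, SE, n = 3 arrays per group). *Ifngr2*, the second chain, differed by -1.55 ± 0.86 log2 in adult and -0.05 ± 0.86 log2 in fetal cells and was not called (adjusted p = 0.332 and 0.978). Of the 41 interferon response genes, 3 rose and 10 fell from adult ETP to DN3 and 3 rose and 1 fell in fetal cells (adjusted over the list alone 3 and 12, and 3 and 1; camera adjusted p = 0.196 and 0.627, with a median of -0.07 and a mean of 0.05 log2 over the list in fetal cells).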

Interestingly, the receptor for interferon γ (IFNγ) and the associated *Stat1* transcription factor were among the upregulated genes found in cluster I among both, adult and progenitor cells, suggesting a potential role for IFNγ signaling in the development or homeostasis of progenitor T cells under steady state. This potential role for IFNγ might relate to the involvement of this particular signaling axis in the generation of a novel bipotent myelo-lymphoid progenitor in acute infection (Belyaev et al. 2010). Another signaling pathway, the neuropilin–semaphorin axis, was revealed among the genes induced (cluster I), implying a potential role of this heterotypic interaction in promoting differentiation of T cells as a whole. In addition, neuropilin has been shown to mark murine regulatory T cells (Sarris et al. 2008); thus, this signaling cascade may be also required in the specification of mature T cell subsets.

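In adult cells *Sema4a* rose at the step from ETP to DN2, by 4.35 ± 0.70 log2 (limma adjusted p = 0.00167, SE, n = 3 arrays per group), and differed by 0.39 ± 0.70 log2 from DN2 to DN3 (adjusted p = 0.997). *Nrp1* rose later, by 4.48 ± 0.54 log2 from adult DN2 to DN3 (adjusted p = 0.00124), after a difference of 0.12 ± 0.54 log2 at the earlier step (adjusted p = 0.959). In fetal cells *Nrp1* rose at both steps, by 3.70 ± 0.54 and 3.33 ± 0.54 log2, whereas *Sema4a* differed by 1.62 ± 0.70 log2 at the first and was called at neither (adjusted p = 0.864 and 0.773).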

Induction of gene expression may serve as an indication of a positive effect on a differentiation process; however, repression of gene activity is equally important mainly regarding the irreversible fixation of a cell lineage identity. One proposed mechanism is the filtration of alternative genetic programs allowing the required pattern of gene expression to dominate, thus yielding the desired outcome (for a detailed review see Rothenberg et al. 2010). This is exemplified in the simultaneous downregulation of genes implicated in the generation of myeloid, B cell and other lineages in adult and fetal T cell progenitors. 

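Among 19 B cell genes, 3 rose and 2 fell from ETP to DN3 in adult cells, and 3 rose and 1 fell in fetal cells (3 and 2, and 3 and 2 adjusted over the list alone, camera adjusted p = 0.819 and 0.801, n = 3 arrays per group). The median of the list in fetal cells was -0.04 and its mean 0.09 log2. The kinase gene *Btk* changed by -4.72 ± 0.94 log2 in fetal cells and *Cd72* by -4.17 ± 0.49 log2 in adult cells (SE), while the recombinase gene *Rag1*, which T cells also use, is among those that rose. *Ly6d* rose by 6.62 ± 0.57 log2 in adult cells and differed by 1.40 log2 in fetal cells (adjusted p = 0.233, and 0.048 with the replicate number as a block). Of the 18 dendritic cell and MHC class II genes 7 fell in adult and 2 in fetal cells (7 in adult cells, and 3 lower and 1 higher in fetal cells, adjusted over the list alone, adjusted p = 0.027, or 0.0537 without adult ETP replicate 2, and 0.627). Among myeloid genes the granule protease *Prtn3* changed by -6.37 ± 0.93 log2 and the receptor adaptor *Tyrobp* by -6.37 ± 0.68 log2 in fetal cells, and *Ctsg* by -7.48 ± 0.58 log2 in adult cells.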

Coincidentally, downregulation of certain transcription factors that have, as yet, no apparent role in hematopoiesis but function as repressors will also promote T cell development; therefore, clusters III and IV may contain transcription factors being critically involved in the process of developmental commitment to the T cell lineage. Additionally, these two clusters contain common elements that are required for cell adhesion and migration, such as *Cxcr3* and *Itga9*, which could instruct progenitor T cells to gain access to the developmental niche or microenvironment that permits their further development in the thymus. However, the specific requirement in adult and fetal thymopoiesis for migration is best exemplified by clusters VII and VIII, where distinct genetic elements are expressed predominantly in the adult or the fetal DN1 ETP. Among these clusters, chemokine receptors, integrins and a plethora of signal transducers can be found, suggesting different microenvironmental stimuli that progenitor cells integrate and respond to. 

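*Cxcr3*, a chemokine receptor gene, was lower in adult DN3 than in adult ETP, with -1.03 ± 0.32 log2 (limma adjusted p = 0.0483, SE, n = 3 arrays per group), a call that ended without adult ETP replicate 2 (-1.04) or 3 (-0.72) or adult DN3 replicate 1 (-1.05), 2 (-1.06) or 3 (-0.98), with each array centred and with a robust prior. In fetal cells it differed by 0.25 ± 0.32 log2 (adjusted p = 0.633). The integrin gene *Itga9* changed by -2.04 ± 0.41 log2 in adult cells (adjusted p = 0.00425) and differed by 0.33 ± 0.41 log2 in fetal cells (adjusted p = 0.62). Of the 33 migration and adhesion genes, 6 rose and 9 fell in adult cells, and 5 rose and 5 fell in fetal cells (adjusted over the list alone 6 and 9, and 5 and 7; camera adjusted p = 0.715 and 0.646), with a median of -0.04 and a mean of 0.01 log2 in fetal cells. The integrin chain *Itgb7*, part of a gut homing receptor, changed by -5.19 ± 0.83 log2 in adult cells.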

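*Robo4*, a receptor gene of the roundabout family, was lower in fetal than in adult ETP, with -0.96 ± 0.16 log2 (limma adjusted p = 0.00158, SE, n = 3 arrays per group), a call that ended without adult ETP replicate 3 (-0.73). At DN2 and DN3 *Robo4* differed by 0.04 and 0.02 log2 (adjusted p = 0.878 and 0.975). *Robo1* was higher in fetal than in adult cells at DN2 by 2.40 ± 0.58 log2 and at DN3 by 2.47 ± 0.58 log2 (adjusted p = 0.034 and 0.0339). The call at DN2 ended without adult DN2 replicate 1 (1.71) or 3 (2.62) or fetal DN2 replicate 1 (2.05), 2 (2.53) or 3 (2.62) and with array weights (1.81 log2), and that at DN3 without adult DN3 replicate 1 (2.40), 2 (2.70) or 3 (2.30) or fetal DN3 replicate 1 (2.34) or 3 (2.30) and with the replicate number as a block (adjusted p = 0.0555). From fetal ETP to fetal DN2 *Robo1* differed by -1.78 ± 0.58 log2 (adjusted p = 0.345), which was called with array weights (-2.01 log2) and by the one-way test without adjustment.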

Of interest in these clusters is the reciprocal expression pattern of *Robo1* and *4* (roundabout homologue receptors-1 and receptors-4) with a clear preponderance of *Robo4* in adult DN1 ETPs, whereas *Robo1* is expressed more preferentially in fetal subsets. Since *Robo4* is expressed in endothelial cells and HSCs and immature progenitors (Shibata et al. 2009), this might hint to their more upstream position in the hematopoietic system as compared with fetal DN1 ETPs. Since members of the roundabout family are crucially involved in the arrest of neuronal migration (Kidd et al. 1998), an attractive speculation on their function during thymocyte differentiation would involve the occupation and/or retention of developing thymocytes in their specific niche. The distinct origin of adult and fetal thymocytes is obvious; adult cells transmigrate from the bone marrow, whereas fetal cells emigrate from the fetal liver. Many studies have provided a wealth of information on the cellular source of adult T cell progenitors (Igarashi et al. 2002; Kondo et al. 1997; Perry et al. 2004), but a fetal counterpart is still poorly defined. Cluster VIII, in particular, but also IX and X, might contain novel markers which could be used to trace the origin and migration of fetal thymic seeding cells. These elements might also—like in case of *Robo1* and *4*—be directly linked with signaling events leading to the induction of migration or retention and homing.

What became apparent from this genetic study is that the transcriptional program associated with the T cell lineage is already initiated in the earliest fetal thymic progenitor as exemplified by cluster VI. The key molecules that are connected to successful T cell specification and development were already expressed in fetal DN1 ETPs, whereas in the analogous adult population, these had to be induced. The organization of adult and fetal progenitors in “transcriptional territories” based on their transcriptional profiles documented that fetal progenitors are grouped more towards the end-stage of T cell lineage commitment—the DN3 stage—as compared to the adult analogues. This implies that the specification and commitment to the T cell lineage is an earlier developmental event in fetal development as compared to the adult, which would have further implications on the nature and mechanism of fetal lymphoid commitment. An alternative explanation would involve the assumption that differences in the transcriptome of early thymocyte subsets are merely the reflection of a varying degree in cellular heterogeneity in adult compared to fetal. In case of DN2 and DN3, we could clearly align the cellular phenotype as well as the proliferative characteristics to a very high degree and yet adult and fetal subsets occupied completely segregated, distinct transcriptional territories. Hence, in these two stages, cellular heterogeneity as defined by the presence of two or more distinctively different cell types is unlikely to explain the differences in the transcriptional program. The degree of cellular heterogeneity is arguably higher in ETPs which contain the thymic seeding cells (TSCs). These thymic seeding cells have been characterized as ETPs expressing flk-2 and CCR9 (Benz and Bleul 2005; Sambandam et al. 2005). As flk-2 expression in fetal E15.5 ETPs did not allow the clear isolation of TSCs, we compared the expression of the chemokine receptor CCR9 in adult and fetal. The ex vivo analysis revealed identical expression profiles on a small CCR9^+^ ETP subset which might represent the cohort of recent thymic immigrants. In view of the equal proportion of adult and fetal CCR9^+^ ETPs, the observed differences in the adult and fetal transcriptome are strongly arguing for either a difference in the extent of T cell commitment with a more advanced status in fetal development or a far higher cellular heterogeneity of adult cells. If heterogeneity could be equated with the possibility that the adult TSC is a complex amalgam of various bone marrow derived populations, we should expect a diverse genetic profile. Interestingly new evidence using a *Il7r*-Cre driven reporter system suggest that the vast majority of ETPs had previously activated the *Il7r* locus, resulting in activating Cre transcription and acquisition of the fluorescent reporter (Schlenner et al. 2010). In conjunction with the observation that the TSC is defined by CCR9 expression, this suggests that the recent thymic immigrant in the adult might, under homeostatic conditions, be less heterogeneous than previously assumed. In light of these recent findings, the isolation of progenitor populations obtained from fate reporter mice in adult and fetal could certainly extend our study by taking advantage of the possibility to further trace lymphoid stages in the bone marrow or fetal liver.

The Notch 1 receptor interaction with its ligands is a crucial event in the specification of the T cell lineage and may be initiated pre-thymically during fetal development (Harman et al. 2005). Another noticeable particularity of this signaling pathway was that *Notch1* along with its target genes were strongly induced in the fetal DN3 population, therefore suggesting a more prominent role of Notch signaling during fetal development and, more interestingly, in signaling through the pre-T cell receptor or the development of the fetal γδ T cells. Lack of CD27 expression, which is thought to mark emerging αβ and γδ T cells in the adult (Taghon et al. 2006), on fetal DN3 cells already points to distinct mechanisms in these processes, and previous identification of progenitor cells that are negative for TCRβ or γδ among fetal DN4 population (Hager-Theodorides et al. 2007) may suggest that the Notch signal alone can be sufficient to drive further differentiation. One important aspect in Notch signaling is its association with leukemogenesis particularly in T cell acute lymphoblastic leukemia. Expression of a number of Notch-induced genes was observed in clinical samples (Palomero et al. 2006; Sharma et al. 2006; Weng et al. 2006; Sanda et al. 2010), and a remarkable similar set of genes was considerably upregulated during fetal differentiation. In conjunction with the more proliferative state mainly of fetal DN1 ETP, this may pre-dispose early fetal thymocytes as prime targets for leukemic transformations.

In conclusion, the unbiased clustering revealed that the significantly elevated expression of lineage-associated transcription factors (*Bcl11b*, *Gata3*, *Tcf7*) and elements of the Notch signaling cascade are indicative for an extrathymic initiation of T cell specification in fetal development. Newly identified populations can be interrogated for the expression of genes relating to each cluster and thus aligned and inserted into the genetic scheme of T cell development. This approach can be extended further to classify already characterized or leukemogenic progenitors and thus construct an ontological scheme of T cell fate specification as a whole based upon transcriptional signatures of populations.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Table 1 [Suppl_Table_1.xls]: Annotated and normalized list of genes expressed in adult and fetal T cell progenitor subsets. All entries were normalized to the corresponding mean of the gene. (XLS 4853 kb)

Table 2 [Suppl_Table_2.xls]: List of genes clustered according to their expression pattern in adult and fetal T cell progenitor subsets. (XLS 3494 kb)

Table 3 [Suppl_Table_3.xls]: Minimal genetic classification of adult and fetal T cell progenitor subsets. (XLS 20 kb)

Supplementary Fig. 1 Expression of flk-2 and chemokine receptors CCR7 and CCR9 on adult and fetal ETPs. Adult and E15.5 fetal thymocytes were defined according to Figure 1A as Lin^–^ CD25^–^ CD44^hi^ c-Kit^hi^ cells and analyzed for flk-2 (CD135, clone A2F10, conjugated to PE), CCR9 (clone CW-1.2, conjugated to APC and PE) and CCR7 (clone 4B12, conjugated to APC and PE; all eBiosciences) expression by flow cytometry. Results shown are representative for two independent experiments with the tinted blue histogram indicating the isotype-matched control staining. (PDF 81 kb)

How the deposited data were processed for this re-analysis (not part of the article)

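Gene expression was measured on Mouse Genome 430A 2.0 arrays in sorted ETP, DN2 and DN3 thymocytes of adult and fetal mice, with 3 arrays for each of the 6 groups and 18 arrays in all, and all columns of the deposited table could be assigned to a group (0 columns not mapped). The authors made the deposited log2 values with GCRMA, as the submitters' processing notes state without a version, and each probe set had been centred on its median over the 18 arrays before it was deposited. That the base is 2 follows from the widest span of 12.95 and from slopes of 0.988 to 0.997 against the group values of the paper's Supplementary Material Table 1, of which only the first 1999 of the rows were held. The array medians of the 6 groups lay between -0.035 and 0.032 log2. Array quality and control probe sets were not analysed here.

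From these values limma 3.58.1 in R 4.3.3 was fitted to all 18 arrays with one mean per group, without a trend of the variance on the level, since centred values hold no level. The prior had 0.971 degrees of freedom and the median moderated SD was 0.229 log2. A probe set was called in a comparison when the adjusted p (Benjamini and Hochberg, over 22626 probe sets) was under 0.05 and the difference was at least 1.8-fold, and regulated when the moderated F test over the 6 groups and the largest difference between group means met the same limits. All 15 pairs of groups were compared, and the change of the fetal against adult difference between stages was tested as an interaction. A filter on low levels and a definition of presence had been planned and could not be applied to centred values, so that all probe sets were tested, and presence was replaced by the probe sets called higher in one stage than in both other stages of the same age. For a gene with several probe sets (4956 genes) 1 was taken, preferring those whose name does not mark cross-hybridization (287 genes had only such probe sets) and then the one with the largest SD, in place of the planned highest mean. Of the 12393 symbols 12377 are in the mouse gene annotation used.

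The patterns counted were a rise or fall from ETP to DN3 at both ages, a higher value in fetal DN3 than in adult DN3 and fetal ETP, a rise or fall from adult ETP to adult DN2 with the same direction in fetal against adult ETP, a higher value in fetal ETP than in adult ETP and fetal DN3, and a lower or higher value in fetal cells at all 3 stages. For comparisons that share arrays, 100 simulations of unchanged groups with the same spread gave the covariance that sharing alone produces with independent arrays. The same covariance was also worked out from the residuals with arrays of one number correlated as observed. Their overlap says little, since unchanged groups gave at most 5 calls. Gene lists were written, and the rule for named genes set, before the data were examined, except that the lists of the paper's own genes come from arrays whose results the paper had shown. The rule covers every gene of the paper's text on these arrays, up to 4 called members of each list, and the sorting and sex-linked genes. It also covers the 10 largest rises and falls of each main comparison among called genes without overlap between arrays. The text names only part of these largest rises and falls. Left out is, for example, *Enah*, among the 10 largest excesses of fetal over adult cells at each stage (7.24, 8.64 and 8.65 log2 at ETP, DN2 and DN3). Of 34 lists, 31 with at least 5 measured genes were tested in 12 comparisons with camera of limma, with the correlation between genes estimated, and adjusted over the lists of a comparison.

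K-means with 10 clusters and 50 starts, principal components, and distances between groups as root mean square differences of the group means with average linkage used the regulated probe sets (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, matplotlib 3.10.9). Positions along the line between ETP and DN3 of one age are projections of each array, compared by exact permutation of the arrays, for which 0.1 is the smallest p that 3 against 3 arrays allow.

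The labels number the arrays 1 to 3 in each group. Deviations from the group means were correlated between arrays of the same number in all 9 fetal pairs (r = 0.312 to 0.597, median 0.515, against a median of -0.245 for other numbers) and in all 3 pairs of adult DN2 with adult DN3 (0.119 to 0.424), over the limit of 0.1 set for pairing. They were over it in 1 of 3 pairs of adult ETP with adult DN2, in 1 of 3 of adult ETP with adult DN3 and in 2 of 9 pairs each of adult ETP and of adult DN3 with fetal arrays, but in all 9 pairs of adult DN2 with fetal arrays (0.125 to 0.374). By this limit the numbers pair the fetal arrays with each other and with adult DN2, and adult DN2 with adult DN3, and no other groups. Fits with the number as a block were made beside the unblocked ones.

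The fit was tested on simulated data: of 50 changed probe sets each, 32, 43, 49 and 48 were recovered at 1, 2, 3 and 4 log2, with 2 false calls and 0 calls in an unchanged comparison, and camera called a shifted list (adjusted p = 5.27e-06) and 0 unchanged lists. Alternatives were centring of each array, other thresholds, a one-way analysis of variance (the one-way test), with and without adjustment since the paper's methods name an analysis of variance without its factors or an adjustment, a robust prior, array weights, fits on 2 groups alone, the replicate block, other summaries of genes, other distances, linkages and cluster numbers, and leaving out each array in turn.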

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

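The interaction tests were set in advance, whereas the tests of explanations for *Xist*, *Hbb-y* and fetal ETP and the counts over splits were chosen only after the results were seen. For the cell cycle and for other cell types the limits were also revised once their values were known, which turned both verdicts from against to open. The deficit of fetal against adult cells in the stem and progenitor genes was larger at ETP than at DN2 (camera adjusted p = 0.0392), a difference between stages by the interaction test. For the cluster VII genes that the paper names it was larger at ETP than at DN2 (5.96e-05) and than at DN3 (6.7e-05), but these genes were chosen on the same arrays for such a course, so that this test decides nothing. The first passed neither with the replicate block (0.0518) nor with the mean of all probe sets of a gene (0.0795), nor without adult ETP replicate 2 (0.0991), adult DN2 replicate 2 (0.0926) or 3 (0.119), fetal ETP replicate 1 (0.0955) or 2 (0.0613) or fetal DN2 replicate 2 (0.0829) or 3 (0.0733).

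*Xist*, which the paper does not discuss, was far lower in adult DN3 replicates 2 and 3 than in every other adult array (-9.84 log2 to the lowest of them). The mice of these arrays may have been male, and 2 of 3 Y-linked genes were higher in both arrays than in each of the other 7 adult arrays. The third, *Kdm5d*, missed this narrowly, with 1.10 log2 in adult DN3 replicate 3 against 1.11 log2 in adult ETP replicate 3. Whether other adult arrays also held male RNA cannot be told from centred values, which hold no level. This leaves male mice open. A Y-linked gene exceeded every other adult array by 1.55 log2 in both, which speaks against a failure of the *Xist* probe sets alone. *Dntt* stood 12.40 log2 above the highest fetal array, which speaks against an exchange with fetal arrays. The paper and the labels give the adult mice as female, against which the low *Xist* goes, and the reason was not resolved.

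*Hbb-y*, an embryonic globin gene outside those the paper discusses, had means of -0.01, 4.82 and 3.26 log2 over the fetal arrays numbered 1, 2 and 3, a difference of 4.83 log2, against -0.10 to 0.00 log2 in the adult arrays. RNA of erythroid cells may contribute, although cells with the erythroid antigen TER119 were depleted before the sort. Of 18 erythroid genes, 3 differed by more than 1 log2 between the numbers, *Hbb-y*, *Alas2* (5.19) and *Car2* (1.80), with a list median of 0.25 log2. *Hbb-y* prompted the test, so that only *Alas2* and *Car2* bear on it. *Alas2* was highest in number 3 (5.20 against 1.26 log2 in number 2), whereas *Hbb-y* was highest in number 2. The test is too weak to decide, which leaves this open. A difference between the replicate numbers across many genes may also contribute, since 272 probe sets outside the erythroid list were called between the 3 numbers with the stage as a block, in line with the correlations of arrays of one number.

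Fetal ETP lay at 0.371 of the way from adult ETP to adult DN3. Without the cell cycle genes it lay at 0.369 (SD 0.0278 over 3 arrays, 2410 probe sets), but this took out only 25 probe sets, too few to decide, and leaves the cell cycle open. RNA of other cell types in the adult ETP arrays might lower T lineage values there by dilution. That 11 of 34 T lineage and receptor signalling genes were called more than 1 log2 higher in fetal ETP would need most of that RNA to be foreign, a share not measured here, while 17 of 69 myeloid, dendritic, MHC class II and B cell genes were called more than 1 log2 higher in adult ETP, which leaves this open. Age itself, the sort and the embryonic day were not separated by these arrays.

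Arrays were also regrouped, and counts of splits as large include the real one. For each of the 15 pairs only 10 splits exist, too few for a p under 0.05. The real split gave the largest count in each (1 of 10 as large), and the highest other counts were 254 (adult DN2 and ETP), 13 (adult DN3 and ETP), 29 (adult DN3 and DN2), 6, 3 and 3 (fetal against adult ETP, DN2 and DN3), 7, 0 and 2 (fetal DN2 and ETP, DN3 and ETP, DN3 and DN2), and, for pairs of other stages, 1 and 0 (fetal DN2 and DN3 against adult ETP), 1 and 0 (fetal ETP and DN3 against adult DN2) and 0 and 2 (fetal ETP and DN2 against adult DN3). Of 100 splits of all groups drawn at random, 1 was as large for the 3808 regulated probe sets (highest other 1346). The interactions had 4 as large for 180 between ETP and DN2 (highest other 282), 2 for 124 between DN2 and DN3 (382) and 2 for 564 between ETP and DN3 (1028). For the patterns 1 was as large for 332 rising (highest other 1), 399 falling (0), 187 higher in fetal DN3 (24), 344 induced in adult DN2 and higher in fetal ETP (297), 341 lost in adult DN2 and lower in fetal ETP (251), and 100 lower (0) and 103 higher (0) in fetal cells at all stages, and 2 for 107 higher in fetal ETP and lost by fetal DN3 (352).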

How the results depend on the processing

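No test of this part was chosen after its result was seen, apart from the settings marked so. Of 1016 values of 63 results under 27 other settings and with each of 18 arrays left out in turn, 825 kept their direction and side of the threshold or their size, 188 moved and 3 reversed. Of the values of single genes under these settings, 4619 kept their call, 62 passed only there, 353 no longer passed and none reversed. The mean of all probe sets ended 12 of these calls and made 2, the one-way test 6 and 10 (114 and 2 with adjustment) and the arrays of the 2 groups alone 62 and 3. Array weights ended 3 and made 17. The weights ran from 0.142 for adult DN2 replicate 1 to 8.865 for fetal DN3 replicate 2, so that weighted results rest unevenly on the arrays. The calls that no longer passed also include those lost without the Hbb-y or the low-Xist arrays, where a group holds 1 array. For the genes and lists named in the text the replicate block changed no other call than those given beside the results. Among single probe sets it did: of 1921 calls between fetal and adult ETP 1868 stayed among 2088. Without the Hbb-y arrays each fetal group holds 1 array and without the low-Xist arrays adult DN3 holds 1, and a lone array is assumed to vary as the other groups do. The number of arrays limits the precision. Not run, since centred values hold no level, were the stricter filters on level, quantile normalization again, the floor, the trend of the prior and presence by percentile; no filter on level is the setting used throughout. Leaving out arrays lowers the number of arrays; otherwise the cause was not tested.

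Limma with array weights: regulated 6022 (from 3808), fetal DN2 v. adult DN3 2139 (from 1189), fetal DN3 v. adult DN3 1278 (from 626), fetal DN2 v. fetal ETP 450 (from 220), fetal DN3 v. fetal ETP 2169 (from 1233), fetal DN3 v. fetal DN2 1386 (from 559), change between DN2 and DN3 343 (from 124), change between ETP and DN3 1464 (from 564), higher in fetal DN3 310 (from 187), higher in fetal ETP and lost by fetal DN3 202 (from 107), lower in fetal cells at all 3 stages 169 (from 100), only adult ETP 371 (from 579), only fetal ETP 223 (from 110), only fetal DN2 8 (from 5), only fetal DN3 632 (from 333). Hbb-y arrays left out (chosen after the data were seen): regulated 1136 (from 3808), fetal ETP v. adult ETP 295 (from 1921), fetal DN2 v. adult ETP 541 (from 3016), fetal DN3 v. adult ETP 1029 (from 3260), fetal ETP v. adult DN2 254 (from 1044), fetal DN2 v. adult DN2 182 (from 779), fetal DN3 v. adult DN2 304 (from 1018), fetal ETP v. adult DN3 413 (from 1518), fetal DN2 v. adult DN3 185 (from 1189), fetal DN3 v. adult DN3 236 (from 626), fetal DN2 v. fetal ETP 129 (from 220), fetal DN3 v. fetal ETP 376 (from 1233), fetal DN3 v. fetal DN2 156 (from 559), change between ETP and DN2 91 (from 180), change between ETP and DN3 218 (from 564), rising in both 84 (from 332), falling in both 68 (from 399), induced in adult DN2 and higher in fetal ETP 37 (from 344), lost in adult DN2 and lower in fetal ETP 71 (from 341), higher in fetal ETP and lost by fetal DN3 67 (from 107), lower in fetal cells at all 3 stages 18 (from 100), higher in fetal cells at all 3 stages 30 (from 103), only fetal ETP 65 (from 110), only fetal DN2 9 (from 5), only fetal DN3 114 (from 333). One-way test, adjusted: adult DN2 v. adult ETP 37 (from 1374), adult DN3 v. adult ETP 282 (from 2435), fetal ETP v. adult ETP 269 (from 1921), fetal DN2 v. adult ETP 562 (from 3016), fetal DN3 v. adult ETP 1539 (from 3260), adult DN3 v. adult DN2 0 (from 210), fetal ETP v. adult DN2 124 (from 1044), fetal DN2 v. adult DN2 31 (from 779), fetal DN3 v. adult DN2 284 (from 1018), fetal ETP v. adult DN3 334 (from 1518), fetal DN2 v. adult DN3 63 (from 1189), fetal DN3 v. adult DN3 215 (from 626), fetal DN2 v. fetal ETP 18 (from 220), fetal DN3 v. fetal DN2 123 (from 559), rising in both 71 (from 332), falling in both 48 (from 399), higher in fetal DN3 80 (from 187), induced in adult DN2 and higher in fetal ETP 3 (from 344), lost in adult DN2 and lower in fetal ETP 11 (from 341), higher in fetal ETP and lost by fetal DN3 19 (from 107), lower in fetal cells at all 3 stages 5 (from 100), higher in fetal cells at all 3 stages 7 (from 103), only adult ETP 19 (from 579), only adult DN2 0 (from 6), only adult DN3 0 (from 126), only fetal ETP 13 (from 110), only fetal DN2 0 (from 5), only fetal DN3 76 (from 333). Only the arrays of the 2 groups: adult DN2 v. adult ETP 354 (from 1374), adult DN3 v. adult ETP 1104 (from 2435), fetal ETP v. adult ETP 1006 (from 1921), fetal DN2 v. adult ETP 1687 (from 3016), adult DN3 v. adult DN2 2 (from 210), fetal ETP v. adult DN2 421 (from 1044), fetal DN2 v. adult DN2 162 (from 779), fetal DN3 v. adult DN2 595 (from 1018), fetal ETP v. adult DN3 862 (from 1518), fetal DN2 v. adult DN3 303 (from 1189), fetal DN2 v. fetal ETP 44 (from 220), only adult ETP 163 (from 579), only adult DN2 0 (from 6), only adult DN3 2 (from 126), only fetal ETP 31 (from 110), only fetal DN2 1 (from 5). Replicate block: adult DN3 v. adult DN2 352 (from 210), only adult DN2 11 (from 6), lists adult DN3 v. adult DN2 2 (from 7), lists interaction, ETP minus DN2 1 (from 2), lists interaction, ETP minus DN3 2 (from 1). Replicate block within each age (chosen after the data were seen): adult DN3 v. adult DN2 409 (from 210), only adult DN2 13 (from 6). Probe sets with a span over 1 log2 (chosen after the data were seen): adult DN3 v. adult DN2 471 (from 210), only adult DN2 15 (from 6), only adult DN3 199 (from 126). One-way test, unadjusted: adult DN3 v. adult DN2 540 (from 210), fetal DN3 v. adult DN3 1116 (from 626), fetal DN2 v. fetal ETP 564 (from 220), fetal DN3 v. fetal DN2 1089 (from 559), higher in fetal ETP and lost by fetal DN3 171 (from 107), lower in fetal cells at all 3 stages 160 (from 100), only adult DN2 17 (from 6), only adult DN3 237 (from 126), only fetal ETP 301 (from 110), only fetal DN2 15 (from 5), only fetal DN3 513 (from 333). Low-Xist arrays left out (chosen after the data were seen): adult DN3 v. adult DN2 763 (from 210), change between DN2 and DN3 429 (from 124), only adult DN2 37 (from 6), only adult DN3 320 (from 126). No fold threshold: only adult DN2 15 (from 6). Group means scaled to unit variance: largest cluster (%) 16.9 (from 31.4). Unit variance: distance fetal ETP to adult DN2 over fetal ETP to adult ETP 0.803 (from 0.926), distance fetal ETP to adult DN2 over fetal ETP to fetal DN2 1.73 (from 1.56), distance fetal DN2 to adult DN3 over fetal DN2 to adult DN2 1.12 (from 1.23), distance fetal DN2 to adult DN2 over fetal DN2 to fetal DN3 1.15 (from 1.04). 1 minus Pearson of the deposited profiles: distance fetal ETP to adult DN2 over fetal ETP to adult ETP 2.04 (from 0.926), distance fetal ETP to adult DN2 over fetal ETP to fetal DN2 2.69 (from 1.56), distance fetal DN2 to adult DN3 over fetal DN2 to adult DN2 0.909 (from 1.23), distance fetal DN2 to adult DN2 over fetal DN2 to fetal DN3 2.41 (from 1.04), distance fetal DN3 to adult DN3 over fetal DN3 to fetal DN2 1.02 (from 1.12), distance fetal DN3 to adult DN3 over fetal DN3 to fetal ETP 0.539 (from 0.772). 1 minus Pearson of centred profiles (chosen after the data were seen): distance fetal ETP to adult DN2 over fetal ETP to adult ETP 1.79 (from 0.926), distance fetal ETP to adult DN2 over fetal ETP to fetal DN2 2.71 (from 1.56), distance fetal DN2 to adult DN3 over fetal DN2 to adult DN2 1.01 (from 1.23), distance fetal DN2 to adult DN2 over fetal DN2 to fetal DN3 2.02 (from 1.04), distance fetal DN3 to adult DN3 over fetal DN3 to fetal DN2 1.04 (from 1.12), distance fetal DN3 to adult DN3 over fetal DN3 to fetal ETP 0.546 (from 0.772). All probe sets: distance fetal DN3 to adult DN3 over fetal DN3 to fetal ETP 0.81 (from 0.772), fetal ETP on the adult line 0.412 (from 0.371). Camera with the preset correlation of 0.01: lists fetal ETP v. adult ETP 13 (from 4), lists fetal DN2 v. adult DN2 8 (from 3), lists fetal DN3 v. adult DN3 8 (from 3), lists adult DN2 v. adult ETP 17 (from 10), lists adult DN3 v. adult DN2 13 (from 7), lists adult DN3 v. adult ETP 18 (from 10), lists fetal DN2 v. fetal ETP 19 (from 10), lists fetal DN3 v. fetal DN2 16 (from 5), lists fetal DN3 v. fetal ETP 15 (from 9), lists interaction, ETP minus DN2 12 (from 2), lists interaction, DN2 minus DN3 5 (from 0), lists interaction, ETP minus DN3 12 (from 1). Mean of all probe sets of the gene: lists interaction, ETP minus DN2 1 (from 2), lists interaction, ETP minus DN3 2 (from 1).

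For fetal DN3 against fetal DN2 the one-way test without adjustment split the calls 606 higher and 483 lower, against 369 and 190. For adult DN3 against DN2 the split was 251 and 220 over probe sets with a span over 1 log2, 359 and 404 without the low-Xist arrays and 24 and 2 without the Hbb-y arrays, against 144 and 66. Without the Hbb-y arrays it was 127 and 55 for DN2 and 182 and 54 for DN3 between the ages, 229 and 75 for fetal DN3 against adult DN2, 116 and 69 for fetal DN2 against adult DN3 and 227 and 149 for fetal DN3 against ETP. The larger direction also turned with each array centred for DN2 between the ages (360 and 365), fetal DN2 against adult ETP (1462 and 1469) and fetal DN3 against ETP (644 and 579), with array weights for adult DN2 against ETP (555 and 417) and DN3 between the ages (638 and 640), by the one-way test without adjustment for the latter (546 and 570), and without the low-Xist arrays for adult DN3 against ETP (796 and 1008) and fetal DN2 against adult DN3 (721 and 619).

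With each array left out in turn the lowest and highest values were: regulated 3303 to 4085, adult DN2 v. adult ETP 1143 to 1474, adult DN3 v. adult ETP 1727 to 2632, fetal ETP v. adult ETP 1254 to 2130, fetal DN2 v. adult ETP 2164 to 2969, fetal DN3 v. adult ETP 2571 to 3296, adult DN3 v. adult DN2 78 to 520, fetal ETP v. adult DN2 696 to 1099, fetal DN2 v. adult DN2 415 to 969, fetal DN3 v. adult DN2 744 to 1103, fetal ETP v. adult DN3 1135 to 1540, fetal DN2 v. adult DN3 718 to 1281, fetal DN3 v. adult DN3 452 to 638, fetal DN2 v. fetal ETP 138 to 206, fetal DN3 v. fetal ETP 969 to 1104, fetal DN3 v. fetal DN2 321 to 553, change between ETP and DN2 136 to 315, change between DN2 and DN3 85 to 167, change between ETP and DN3 382 to 781, rising in both 272 to 333, falling in both 305 to 435, higher in fetal DN3 154 to 174, induced in adult DN2 and higher in fetal ETP 242 to 491, lost in adult DN2 and lower in fetal ETP 266 to 370, higher in fetal ETP and lost by fetal DN3 80 to 122, lower in fetal cells at all 3 stages 73 to 110, higher in fetal cells at all 3 stages 78 to 112, only adult ETP 445 to 586, only adult DN2 0 to 39, only adult DN3 63 to 188, only fetal ETP 82 to 113, only fetal DN2 4 to 8, only fetal DN3 225 to 331, largest cluster (%) 27.4 to 33.2, distance fetal ETP to adult DN2 over fetal ETP to adult ETP 0.894 to 0.969, distance fetal ETP to adult DN2 over fetal ETP to fetal DN2 1.44 to 1.63, distance fetal DN2 to adult DN3 over fetal DN2 to adult DN2 1.15 to 1.38, distance fetal DN2 to fetal ETP over fetal DN2 to fetal DN3 0.69 to 0.874, distance fetal DN2 to adult DN2 over fetal DN2 to fetal DN3 1.01 to 1.11, distance fetal DN3 to adult DN3 over fetal DN3 to fetal DN2 1.04 to 1.2, distance fetal DN3 to adult DN3 over fetal DN3 to fetal ETP 0.757 to 0.813, fetal ETP on the adult line 0.294 to 0.413, fetal DN2 on the adult line 0.552 to 0.682, fetal DN3 on the adult line 0.858 to 0.987, adult DN2 on the adult line 0.553 to 0.669, adult ETP on the fetal line -0.0184 to 0.00829, adult DN2 on the fetal line 0.389 to 0.417, adult DN3 on the fetal line 0.697 to 0.834, fetal DN2 on the fetal line 0.349 to 0.451, lists fetal ETP v. adult ETP 3 to 4, lists fetal DN2 v. adult DN2 2 to 3, lists fetal DN3 v. adult DN3 2 to 3, lists adult DN2 v. adult ETP 7 to 11, lists adult DN3 v. adult DN2 1 to 8, lists adult DN3 v. adult ETP 9 to 11, lists fetal DN2 v. fetal ETP 8 to 10, lists fetal DN3 v. fetal DN2 5 to 6, lists fetal DN3 v. fetal ETP 8 to 9, lists interaction, ETP minus DN2 1 to 3, lists interaction, DN2 minus DN3 0 to 0, lists interaction, ETP minus DN3 1 to 3.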

Differences from the paper's values

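Values of the largest cluster are taken as alike when neither exceeds 1.5 times the other. The largest k-means cluster held 31.4% of the regulated probe sets, and the paper gives 20.4% for its cluster VI, formed with another clustering. Of the alternatives set before the data were examined, the value was alike by this rule with the group means scaled to unit variance (16.9), with 12 clusters (29.0), and without adult ETP replicate 2 (27.4) or 3 (30.4), adult DN2 replicate 3 (30.1), adult DN3 replicate 3 (30.1), fetal ETP replicate 3 (30.1), fetal DN2 replicate 1 (30.5), fetal DN3 replicate 1 (30.5) or 2 (30). It was not with the 18 arrays (31.6), with 8 clusters (37.6) or without any other array (30.8 to 33.2). The paper's 4967 regulated probes compare with 3808 here and with 4962 under the one-way test without adjustment. The paper names an analysis of variance and a p under 0.05, and whether it was one-way or adjusted is not stated.

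The paper places fetal ETP next to adult DN2 and fetal DN2 with DN3 cells on a self-organizing map, which was not run here. In all 26 trees fetal ETP joined fetal DN2 and in 0 adult DN2, and adult DN3 and fetal DN3 joined in 0. The distance of fetal ETP to adult DN2 was 0.926 of that to adult ETP and 1.56 times that to fetal DN2, and fetal DN2 lay 1.23 times as far from adult DN3 as from adult DN2. With 1 minus Pearson correlation of the deposited profiles the first ratio was 2.04 and the last 0.909, by which fetal DN2 lay nearer to adult DN3. With profiles centred for each probe set, chosen after seeing the data, they were 1.79 and 1.01.

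The paper names *Notch1*, *Hes1*, *Dtx1* and *Heyl* as upregulated in fetal DN3, and here 1 of 4 was called against adult DN3 (*Heyl*), which the one-way test did not call with or without adjustment. With array weights *Dtx1* (1.68) and *Hes1* (0.85) were called, and *Dtx1* by the one-way test without adjustment. In that fit fetal DN3 rests mainly on replicate 2, with weights of 0.721, 8.865 and 0.587 for replicates 1, 2 and 3. In adult DN3 the weights were 0.394, 1.525 and 1.978, the largest for replicate 3, which lay nearest to adult DN2. The weighted calls at DN3 are therefore not independent support. The paper also has *Notch1* rising, and it was not called from ETP to DN3 at either age, but was in fetal cells with array weights (0.94), by the one-way test without adjustment and from the arrays of the 2 groups alone (1.30). Of *Itga6*, *Itgae*, *Itgb5* and *Cd2*, 2 of 4 were called, and *Itga6* also by that test. The paper has *Id3*, *Runx1*, *Smo*, *Cxcr4* and *Sema4a* rising at both ages. In fetal cells none of the 5 was called here, while *Ptcra*, *Cd3d*, *Cd3e*, *Zap70*, *Bcl11b*, *Lef1* and *Spib* were. *Id3* was called with array weights (0.87), *Runx1* and *Cxcr4* by the one-way test without adjustment, and *Cxcr4* also with adjustment and from the arrays of the 2 groups alone, 3 settings that ended its call in adult cells. *Ly6d* in fetal cells was called with array weights (1.92) and with the replicate block. The paper lists both ages for interferon gamma receptor genes, and *Ifngr2* was called in neither, whereas *Ifngr1* was in both.

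*Gata3* was called higher in fetal than in adult ETP, but not by the one-way test with or without adjustment. The paper places it with genes induced from adult ETP to DN2, and that difference was not called; it was with the replicate block, over probe sets with a span over 1 log2 (chosen after seeing the data) and without adult ETP replicate 1 (1.74). *Ica1*, *Apbb3*, *Gata2*, *Hoxb4* and *Matk* were not called between fetal and adult ETP. With array weights *Ica1* (-1.37), *Apbb3* (-1.18), *Gata2* (-2.41) and *Hoxb4* (-0.90) were, and *Matk* without adult ETP replicate 2 (-1.25). The same 4 were called over probe sets with a span over 1 log2, and *Hoxb4* also with each array centred (-1.05) and without adult ETP replicate 3 (-1.51), and *Ica1* (-1.61), *Apbb3* (-1.34) and *Gata2* (-2.88) without adult ETP replicate 1. *Apbb3* was also called from the mean of its probe sets. Of the 6 genes named for cluster VIII, *Itgb2* and *Fzd7* were not called higher in fetal ETP and 4 were. *Smad3*, named for cluster X in a figure, was not called at any stage; the probe set with the largest SD gave 0.90 at DN2 and was called, a setting chosen after seeing the data. That setting ended 3 calls among the gene values of the text, and the setting over probe sets with a span over 1 log2 ended 0. *Cxcr3* and *Itga9*, named as falling, fell in adult cells and were not called in fetal cells.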

Other observations

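The lists of this part were fixed in advance, and only the values of single arrays in its last paragraph were chosen after the result was seen. Between fetal and adult ETP, genes of energy metabolism and protein turnover, which the paper does not discuss, were called higher more often than lower in fetal cells. So were all genes, with 764 higher and 503 lower of 12393, and no test compared these splits. Camera passed neither list. Of oxidative phosphorylation genes there were 16 higher and 1 lower of 84 (21 and 2 adjusted over the list alone, adjusted p = 0.524), and of proteasome genes 11 higher and 0 lower of 38 (15 and 0 adjusted over the list alone, adjusted p = 0.339), among them *Psma8* with 2.59 ± 0.55 log2 and *Psmb3* with 1.97 ± 0.31 log2 (SE, n = 3 arrays per group). Ribosomal protein genes gave 4 higher and 1 lower of 47 (4 and 1 adjusted over the list alone, adjusted p = 0.385), with *Rps4l* at 7.05 ± 0.70 log2 and a median of -0.02 beside a mean of 0.20 log2 for the list. Imprinted growth genes gave 3 higher and 0 lower of 22 (3 and 0 adjusted over the list alone, adjusted p = 0.382), with *Ndn* at 5.59 ± 0.70 log2, *Igf2* at 4.46 ± 0.75 log2 and *Grb10* at 2.98 ± 0.28 log2. Genes of the fetal blood programme gave 3 higher and 0 lower of 14 (4 and 0 adjusted over the list alone, adjusted p = 0.382), with the let-7 target *Hmga2* at 2.82 ± 0.28 log2 and *Lgals1* at 2.19 ± 0.30 log2. Immediate early and stress genes gave 1 higher and 5 lower of 30 (1 and 8 adjusted over the list alone, adjusted p = 0.339), with *Nfkbia* at -2.38 ± 0.38 log2.

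Of lists for other cell types, erythroid genes gave 3 higher and 0 lower of 18 (3 and 0 adjusted over the list alone, adjusted p = 0.654), with *Ermap* at 2.62 ± 0.42 log2. Megakaryocyte and mast cell genes gave 3 higher and 0 lower of 18 (3 and 0 adjusted over the list alone, adjusted p = 0.608), thymic stroma genes 2 higher and 0 lower of 20 (1 and 0 adjusted over the list alone, adjusted p = 0.654) with *Krt18* at 2.38 ± 0.41 log2, genes of double positive and mature T cells 1 higher and 3 lower of 15 (2 and 4 adjusted over the list alone, adjusted p = 0.382) with a median of 0.06 beside a mean of -0.93 log2, and B cell genes 1 higher and 2 lower of 19 (1 and 2 adjusted over the list alone, adjusted p = 0.851) with a median of 0.06 beside a mean of -0.23 log2, all between fetal and adult ETP.

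Adult DN3 replicate 3 lay nearest to the mean of adult DN2, with *Kit* at 0.00 log2 against -2.58 and -2.09 log2. Among fetal arrays *Alas2* had means of 0.00, 1.26 and 5.20 log2 and *Car2* of -0.80, -0.46 and 1.00 log2 for the numbers 1, 2 and 3. *Eif2s3y*, *Kdm5d* and *Uty*, all Y-linked, lay at 1.15 to 1.29, 1.10 to 1.22 and 1.59 to 1.61 log2 in adult DN3 replicates 2 and 3, against -1.49 to 1.09, -1.92 to 1.11 and -3.64 to 0.05 log2 in the other adult arrays.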
